# An estrogen-sensitive fibroblast population drives abdominal muscle fibrosis in an inguinal hernia mouse model

**DOI:** 10.1172/jci.insight.152011

**Published:** 2022-04-19

**Authors:** Tanvi Potluri, Matthew J. Taylor, Jonah J. Stulberg, Richard L. Lieber, Hong Zhao, Serdar E. Bulun

**Keywords:** Endocrinology, Muscle Biology, Fibrosis, Sex hormones, Skeletal muscle

## Abstract

Greater than 25% of all men develop an inguinal hernia in their lifetime, and more than 20 million inguinal hernia repair surgeries are performed worldwide each year. The mechanisms causing abdominal muscle weakness, the formation of inguinal hernias, or their recurrence are largely unknown. We previously reported that excessively produced estrogen in the lower abdominal muscles (LAMs) triggers extensive LAM fibrosis, leading to hernia formation in a transgenic male mouse model expressing the human aromatase gene (*Arom^hum^*). To understand the cellular basis of estrogen-driven muscle fibrosis, we performed single-cell RNA sequencing on LAM tissue from *Arom^hum^* and wild-type littermates. We found a fibroblast-like cell group composed of 6 clusters, 2 of which were validated for their enrichment in *Arom^hum^* LAM tissue. One of the potentially novel hernia-associated fibroblast clusters in *Arom^hum^* was enriched for the estrogen receptor-α gene (*Esr1*^hi^). *Esr1*^hi^ fibroblasts maximally expressed estrogen target genes and seemed to serve as the progenitors of another cluster expressing ECM-altering enzymes (*Mmp3*^hi^) and to upregulate expression of proinflammatory, profibrotic genes. The discovery of these 2 potentially novel and unique hernia-associated fibroblasts may lead to the development of novel treatments that can nonsurgically prevent or reverse inguinal hernias.

## Introduction

Inguinal hernias occur when abdominal viscera protrude through a weak area in the abdominal wall and can lead to intestinal obstruction. Inguinal hernias are extraordinarily prevalent, affecting up to 27% of men in their lifetime, and are the most common type of abdominal hernias (1, 2). Currently, the only treatment for a hernia is surgical repair, which carries the risk of several complications, particularly in populations with other preexisting conditions (3–5). Furthermore, hernia recurrence is difficult to manage surgically and leads to considerable disability and financial burden among patients. Despite the high morbidity and prevalence of hernias, the molecular mechanisms that drive hernia-associated muscular weakening remain unclear.

One potential causal factor in hernia development is changing levels of sex steroid hormones, which act on the abdominal wall muscles. The potent anabolic effects of androgens on skeletal muscles have long been documented, and abdominal muscles are no exception (6–8). For example, in one study, researchers found a strong positive correlation between serum testosterone levels and abdominal muscle area in young adult men (18–50 years) provided with exogenous testosterone (9). Via the enzyme aromatase, testosterone can be converted to estradiol, which also affects skeletal muscle. These effects were reported to be primarily protective and anabolic in peripheral (extremity-associated) skeletal muscles in both women and female mice (10–12), but little research on estrogen effects has focused on males or abdominal muscles. Notably, advanced age is associated with an increased risk of hernia. Circulating testosterone progressively declines, whereas estradiol and aromatase enzyme activity in peripheral tissues such as skeletal muscle and adipose tissue markedly increase with advancing age (13–19). Thus, a progressive decline in tissue testosterone/estradiol ratio may affect the integrity of abdominal muscles, particularly in older men, who are more prone to develop inguinal hernias.

Our laboratory generated the first mouse model of inguinal hernia through the expression of human aromatase (*Arom^hum^*) to provide insight into the molecular mechanisms that link sex steroid action, abdominal muscle weakness, and inguinal hernias (20, 21). In humans, aromatase converts androgens to estrogens in several extragonadal tissues, including skeletal muscle. Given that wild-type (WT) male mice express aromatase only in the brain, gonadal fat, and testes, our model mimics the human expression pattern by introducing a genomic fragment containing the entire human aromatase gene (*CYP19A1*) and its regulatory region, giving rise to its expression in other tissues such as skeletal muscle and fat as in humans (21). Male *Arom^hum^* mice show an aromatase-mediated increase in tissue estradiol levels and a decrease in circulating androgen and exhibit severe fibrosis and atrophy in lower abdominal muscle (LAM) tissue and consequently develop scrotal hernias (20). We further found that estrogen binding to the estrogen receptor-α (ERα) on LAM-resident fibroblasts promotes fibroblast proliferation and leads to fibrosis (20). Interestingly, other muscle groups (quadriceps, upper abdominal muscle [UAM] tissue) had lower fibroblast expression of ERα and were not affected by increased local estrogen levels (20). Estrogen-responsive genes (*Greb1* and *Pgr*) and profibrotic genes (*Spon2*, *Timp1*, and *Emb*) were exclusively upregulated in *Arom^hum^* LAM compared with *Arom^hum^* UAM or WT tissues; however, the cell types in LAM in which these transcriptomic changes occur remained unknown (20).

Multinucleated mature muscle fibers constitute the majority of skeletal muscle tissue by mass, but a diverse population of mononuclear cell types are resident in skeletal muscle. These include connective tissue fibroblasts that produce extracellular matrix (ECM), a mesenchymal progenitor cell type known as fibro-adipogenic progenitors (FAPs), immune cells, satellite stem cells, myoblast progenitor cells, endothelial cells, and glial cells. FAPs are marked by *Pdgfra* expression and are an intriguing muscle-resident fibroblast-like cell population (22). Previous work showed that in normal, injured, and fibrotic muscle, FAPs participate in crosstalk with other muscle cell types such as myoblasts (22, 23), satellite cells (24, 25), regulatory T cells (26), and macrophages (27). These signals are thought to contribute to myogenic differentiation and muscle repair/regeneration. However, the heterogeneity of FAPs, other ECM-producing muscle-resident fibroblasts, and their transcriptomic responses to hormone stimuli have been understudied.

To define the key cell types that respond to elevated local estrogen and initiate a fibrotic process leading to muscle weakness, we performed single-cell RNA sequencing (scRNA-Seq) on LAM tissues of WT and *Arom^hum^* mice. We produced what we believe is the first transcriptome map of abdominal wall muscle because previous muscular scRNA-Seq studies in mice focused exclusively on limb muscles or the diaphragm (28–32). We identified and validated the specific cell types that compose LAM and how these cell types and their transcriptome at the single-cell level differ between WT and *Arom^hum^* mice. This study provides insights into the cell map constituting LAM tissue and the effect of estrogen action on muscle-resident fibroblast gene expression. Our findings lay the groundwork for future studies exploring therapeutic targets to combat hernia formation and other fibrotic diseases associated with steroid hormone action in skeletal muscle.

## Results

### Single-cell RNA-sequencing atlas of LAM tissue cells from WT and Arom^hum^ mice.

*Arom^hum^* male mice developed scrotal hernias starting from 4 weeks of age due to LAM tissue weakness. The contents within these hernias included abdominal viscera, gonads, gonadal fat, and urinary bladder (Figure 1A). H&E histology staining of LAM tissues revealed extensive muscle fiber atrophy only in *Arom^hum^* mice. Additionally, Masson’s trichrome staining showed widespread damage to LAM tissue by fibrosis in *Arom^hum^* mice (Figure 1B). However, we did not find apparent intramuscular adiposity as lipid accumulation was not observed by Oil Red O staining of LAM tissues from *Arom^hum^* mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.152011DS1). Together, these observations indicate an overall inability of LAM in *Arom^hum^* mice to contain the abdominal contents in place due to extensive fibrosis (20). To understand the transcriptional landscape and cellular makeup of LAM tissue in the context of fibrosis, atrophy, and elevated local estrogen action, we performed scRNA-Seq. LAM tissues were harvested from adult (9–10 weeks) male WT and *Arom^hum^* mice (*n* = 3 per group) manually and then enzymatically dissociated into a mononuclear single-cell suspension, from which cellular debris and red blood cells were removed. These single-cell suspensions were processed for scRNA-Seq on the 10x Genomics Chromium platform (Figure 1C).

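The deposited table holds counts of unique molecular identifiers (UMIs) in 63647 barcodes: 10168, 10820 and 7905 from the 3 WT mice and 12011, 13764 and 8979 from the 3 *Arom hum* mice. The mean is 10607.8 barcodes per mouse, and the paper reports 10,770. The median number of genes per barcode averages 2026.5 over the mice, and the paper reports 2007. Both means are close to the table before any filter. The paper's limits are at least 200 and at most 2500 genes, at least 1000 UMIs and at most 5% mitochondrial UMIs. With all of them 3861, 1532 and 2426 WT and 3851, 4932 and 2250 *Arom hum* barcodes remain, 18852 in all. Values are given for the cells within these limits and beside them for every deposited barcode, which is without the limits, because the upper limit on genes removes 25.5% to 35.2% of WT and 36.0% to 50.0% of *Arom hum* barcodes. Over the mitochondrial limit are 38.0%, 68.2% and 40.1% of WT and 30.4%, 30.9% and 27.6% of *Arom hum* barcodes. The human aromatase transcript has 770, 797 and 787 UMIs in the *Arom hum* mice and 0 in the WT mice.

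Cells were clustered after log normalization and named from marker genes. Gene levels by cell type are in CPM, the UMIs of a gene summed per mouse and scaled to a common total, given as mean ± SD over mice with at least 10 cells of that type. Genotypes were compared on sums per mouse with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The CPM given there are normalized with edgeR's size factors and can differ from the levels by cell type. The mouse is the replicate throughout, and cells are not counted as replicates. The limits, clustering, cell names, tests and alternatives were chosen before the data were examined, except where a value is said to be chosen later. The gene comparisons over every deposited barcode, with alternatives of their own, were added after the data were seen. With 3 mice against 3, a 2-sided exact permutation test cannot give a p value below 0.1.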

Overall, we found 22 transcriptionally distinct clusters from an analysis of scRNA-Seq data from all WT and *Arom^hum^* mice combined (Figure 1, D and E). Some of these clusters represented similar cell types based on the top differentially expressed genes, illustrating intra–cell type heterogeneity in gene expression. 

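Leiden clustering on 30 principal components, without the paper's removal of outliers, gives 30 clusters within the limits at resolution 0.8, against the paper's 22. At resolution 0.4 there are 24 and at resolution 1.2 there are 34. Without the limits there are 33. Leaving out doublets marked by Scrublet keeps 18654 cells and 30 clusters. The marks were made on the cells without the upper limit on genes, where they are 0.940% to 4.52% of the cells of a mouse.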

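Matching each cluster to lists of marker genes names 10 groups within the limits. These are 7866 fibroblast-like, 5966 endothelial and 318 lymphatic endothelial cells, 1346 macrophages/monocytes and 102 T cells. The rest are 285 glial cells, 442 muscle stem cells (MuSCs) or myoblasts, 1075 myonuclei, 409 smooth muscle cells and 400 mesothelial cells. No list matches 643 cells.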

We further identified 10 broader cell type groups based on canonical gene marker expression within the 22 clusters (Figure 1, D–F). The majority of cells were identified as either fibroblast-like cells (28% of total WT and 45% *Arom^hum^* cells) or endothelial cells (~40% and ~20%, respectively) (Figure 1G). 

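Pooling cells over mice, fibroblast-like cells are 37.9% of WT and 44.4% of *Arom hum* cells within the limits. Endothelial cells, lymphatic ones included, are 43.7% and 26.0%. Over every deposited barcode the fibroblast-like shares are 26.6% and 44.2%, and the endothelial shares are 37.8% and 20.0%.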

Clusters 0, 2, 3, 6, 15, and 16 were designated as fibroblast-like cells due to their abundant expression of the FAP cell marker *Pdgfra* (Figure 1H) and genes encoding ECM-associated proteins such as *Col1a1* and *Mfap4*. 

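Within the limits *Pdgfra* is at 205 ± 34.4 CPM in fibroblast-like and 2.71 ± 0.992 in endothelial cells. It was among the genes that named the group. *Ly6a* is at 1694 ± 733 CPM in fibroblast-like cells and also high in endothelial cells, 1223 ± 75.0, against 30.6 ± 17.2 in macrophages/monocytes. *Cxcl5* reaches 114 ± 52.4 CPM in fibroblast-like cells. *Ccl7* is at 2919 ± 873 CPM there and 1450.4 ± 753 in macrophages/monocytes. *Dpp4* is at 57.0 ± 33.5 CPM in fibroblast-like cells and higher in mesothelial cells, 365 ± 137. *Tnc* is at 63.0 ± 32.6 CPM and higher in smooth muscle cells, 271 ± 164. *Wisp1* is at 19.4 ± 6.35 CPM and higher in MuSCs/myoblasts, 37.7 ± 10.2. Without the limits *Ly6a* is at 1576 ± 273 CPM and *Dpp4* at 63.3 ± 12.4 CPM in fibroblast-like cells. All 7 genes are present in fibroblast-like cells, and within the limits 3 of them are higher in another cell type.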

Other known FAP cell markers (e.g., *Ly6a*, *Cxcl5*, *Ccl7*, *Dpp4*, *Tnc*, and *Wisp1*) were also expressed in fibroblast-like cells (Supplemental Figure 3). Endothelial cells were identified by their expression of known marker genes such as *Pecam1* and *Cdh5* and comprised 4 similar cell clusters (clusters 1, 4, 7, and 8). An additional cell cluster (cluster 19) within the UMAP was enriched for genes typically expressed in lymphatic endothelial cells, such as *Ccl21a* and *Lyve1*.

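*Pecam1* is at 817 ± 105 CPM in endothelial, 361 ± 58.0 in lymphatic endothelial and 8.09 ± 2.37 in fibroblast-like cells within the limits. *Cdh5* is at 885 ± 96.0 CPM in endothelial cells. *Ccl21a* is at 33221 ± 6619.6 CPM in the lymphatic group and 9.34 ± 10.9 in other endothelial cells. *Lyve1* is at 2569.6 ± 267 CPM and 1.09 ± 1.3, with 51.1 ± 62.6 in macrophages/monocytes. Without the limits *Ccl21a* is at 24506 ± 3330.1 CPM and *Lyve1* at 2035 ± 373 CPM in the lymphatic group. All 4 genes helped name these groups, so their levels are no independent test of the names.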

MuSCs and myoblast progenitors were also identified by scRNA-Seq analysis. Cluster 12 included genes suggestive of MuSCs and myoblast progenitor identities, such as the satellite cell and myoblast markers *Asb5* and *Myod1*. Furthermore, *Pax7*, the canonical satellite cell marker, and *Myf5*, a myogenic regulatory factor and satellite cell marker, were exclusively expressed in cluster 12 cells, leading us to conclude that this cluster was a mixed population of MuSCs and myoblasts (Figure 1, D–F). 

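*Pax7* is at 46.9 ± 21.7 CPM in the MuSC/myoblast group within the limits, 0.0227 ± 0.0362 in fibroblast-like cells and 0 in every other named type. Of the cells in that group 17.2% have a *Pax7* UMI at a median depth of 4144 UMIs, against 0% of endothelial cells at 3839.5. *Myf5* is at 145 ± 23.8 CPM there and at most 0.494 CPM in any other of the 10 cell types. *Asb5* is at 1432 ± 639.5 CPM and *Myod1* at 763 ± 568 CPM. Myonuclei have 50.3 and 24.6 CPM. Without the limits *Pax7* is at 38.8 ± 9.10 CPM and *Myf5* at 104 ± 23.0 CPM in this group, against 1.52 and 2.50 CPM in glial cells, the next highest. The 4 genes were among those that named it. The paper reasons from the exclusive expression of *Pax7* and *Myf5* that the cluster mixes MuSCs and myoblasts.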

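The group named myonuclei holds *Acta1* at 62281 ± 4639.8 CPM and *Ckm* at 20778 ± 2287 CPM within the limits. The MuSC/myoblast group has *Acta1* at 159 ± 277. Of the myosin heavy chains, *Myh1* is at 1306 ± 389.7 CPM, *Myh2* at 689 ± 222, *Myh4* at 1045 ± 363 and *Myh7* at 217 ± 213. Without the limits *Acta1* is at 54591 ± 8272 CPM, *Myh1* at 991 ± 283 and *Myh7* at 212 ± 206. The 6 genes helped name the group. All 4 myosin heavy chains are present, *Myh7* at the lowest mean.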

Cluster 13 expressed markers of mature myocytes, such as *Acta1* and *Ckm*, and the genes encoding myosin heavy chain proteins related to type I and type II skeletal muscle fibers, *Myh1*, *Myh2*, *Myh4*, and *Myh7*. Although our tissue processing method eliminated the large, multinucleated myofibers through size filtration, this cluster may represent a small number of myonuclei retained in the cell suspension as seen in previous muscle scRNA-Seq studies (30, 32). Other identified cell groups included macrophages/monocytes (clusters 5 and 20), mesothelial cells (cluster 9), smooth muscle cells (clusters 10, 11, and 17), glial cells (clusters 14 and 18), and T cells (cluster 21).

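Without the limits these groups hold 3020 macrophages/monocytes, 2738 mesothelial, 6241 smooth muscle, 2549 glial and 423 T cells. They are clusters of the present table named from markers, so their numbering does not map to the paper's.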

### Differences in LAM tissue cell type composition in WT and Arom^hum^ mice.

The WT and *Arom^hum^* mice displayed notable differences in the UMAP for specific cell types (compare Figure 1, D and E). Cell groups for WT and *Arom^hum^* mice were analyzed as percentages of the total number of cells per sample, with all immune cell types grouped together and lymphatic endothelial cells grouped with the other endothelial clusters (Figure 1G). There was a significantly larger proportion of fibroblast-like cells in *Arom^hum^* compared with WT in our sampling of LAM tissues (Figure 1, G and H, P = 0.0001). 

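Fibroblast-like cells are 36.3% ± 12.1 in WT and 41.1% ± 15.1 in *Arom hum* mice within the limits, mean ± SD over 3 mice each. The 2-sided exact permutation test on the 6 mice gives p = 0.7. The shares overlap: 46.7%, 39.2% and 23.1% in WT and 35.1%, 58.3% and 30.0% in *Arom hum*. Leaving out 1 mouse at a time puts the difference between −3.81 and 10.35 percentage points, and the lowest value is reached without *Arom hum* replicate 2. With all barcodes kept, the shares are 26.3% ± 7.80 in WT and 43.5% ± 5.43 in *Arom hum* mice. Every *Arom hum* mouse then lies above every WT mouse, with p = 0.1 by the exact permutation test, the lowest value it can give. The difference is 12.75 points without the upper limit on genes alone, 4.49 without doublets, and 4.75 and 4.74 at resolutions 0.4 and 1.2. The paper's P = 0.0001 rests on another test. Its statistics section gives a chi-square test of proportions for cell numbers, the legend of Fig. 1G gives a 2-way ANOVA, and a permutation test on 3 mice against 3 cannot reach such a value. With all mice the fibroblast-like share is higher in *Arom hum* in each of these sets of cells, by an amount that depends on the limits.

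**Figure D1:**
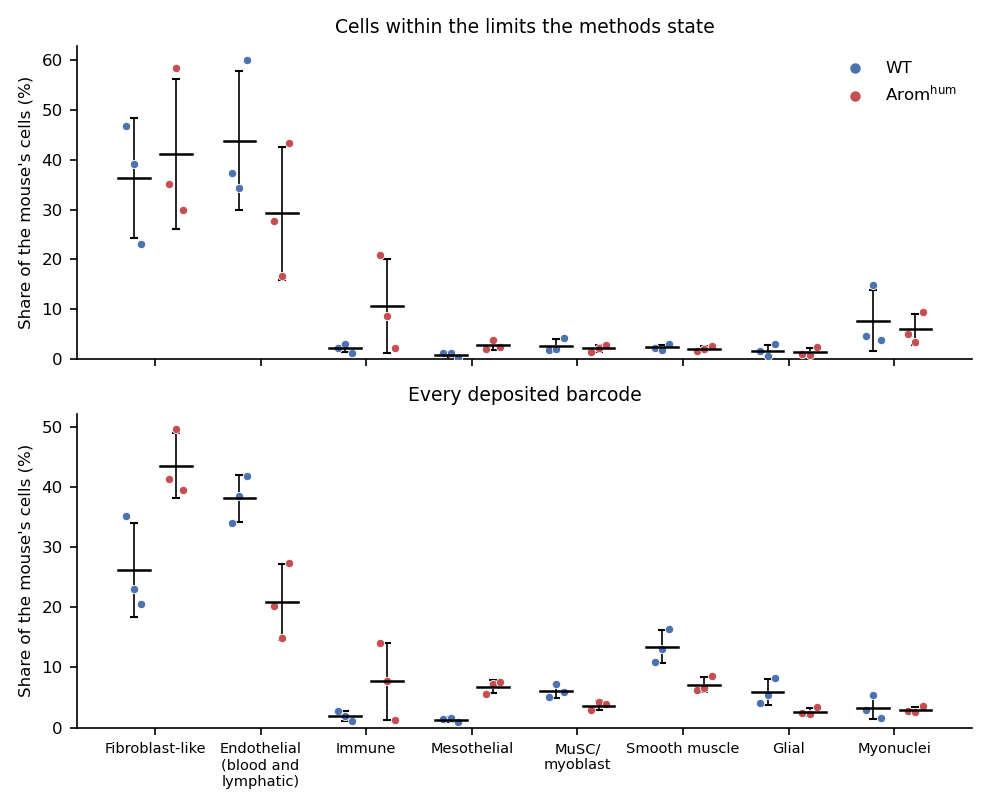
Share of each mouse's cells (%) by cell type, within the limits (top) and over every deposited barcode (bottom), for WT and *Arom hum*. Points are mice and bars are means ± SD. The fibroblast-like gap between the genotypes widens from 4.77 to 17.29 percentage points between the panels.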

The percentage of endothelial cells was significantly lower in *Arom^hum^* than WT (Figure 1G). 

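Endothelial cells, blood and lymphatic together, are 43.8% ± 14.0 in WT and 29.2% ± 13.4 in *Arom hum* mice within the limits (2-sided exact permutation test, p = 0.3). The difference lies between −21.6 and −6.56 percentage points with 1 mouse left out. Among all deposited barcodes the shares are 38.1% ± 3.85 in WT and 20.8% ± 6.28 in *Arom hum* mice, with no overlap (exact permutation p = 0.1, the floor for 3 against 3). The endothelial share is lower in *Arom hum* mice in both sets of cells. Shares of the same mouse add up to 100%, so a rise in fibroblast-like cells lowers the other shares.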

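All p values here are from 2-sided exact permutation tests on 3 mice against 3, whose floor is 0.1. MuSCs/myoblasts are 2.76% ± 1.36 in WT and 2.2% ± 0.691 in *Arom hum* mice within the limits (exact permutation p = 0.7) and 6.08% ± 1.11 in WT and 3.67% ± 0.715 in *Arom hum* mice over every deposited barcode (p = 0.1). Smooth muscle cells are 2.38% ± 0.555 in WT and 2.12% ± 0.575 in *Arom hum* mice within the limits (exact permutation p = 0.6) and 13.4% ± 2.77 in WT and 7.13% ± 1.25 in *Arom hum* mice over every deposited barcode (p = 0.1). Mesothelial cells are 0.925% ± 0.517 in WT and 2.81% ± 0.877 in *Arom hum* mice within the limits (exact permutation p = 0.1) and 1.31% ± 0.394 in WT and 6.79% ± 1.11 in *Arom hum* mice over every deposited barcode (p = 0.1). Immune cells are 2.23% ± 0.826 in WT and 10.6% ± 9.41 in *Arom hum* mice within the limits (exact permutation p = 0.2) and 1.93% ± 0.802 in WT and 7.69% ± 6.42 in *Arom hum* mice over every deposited barcode (p = 0.3). The immune mean in *Arom hum* mice carries a wide SD. MuSCs/myoblasts and smooth muscle cells are lower and mesothelial and immune cells higher in *Arom hum* mice in both sets of cells.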

We also observed a lower, but not statistically significant, percentage of MuSCs/myoblasts and smooth muscle cells, with a parallel increase in mesothelial and immune cells in *Arom^hum^* than WT. When all individual clusters were analyzed, nonsignificant trends for a higher percentage of cells from *Arom^hum^* mice in specific fibroblast-like cell clusters (clusters 2 and 3) were observed (Supplemental Figure 3). 

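Fibroblast-like cells were clustered again on their own, and the groups matching the paper's clusters 2 and 3 were taken from the marker genes it gives for them. As shares of all cells of a mouse, cluster 2 is 0.164% ± 0.284 in WT and 8.03% ± 8.29 in *Arom hum* mice within the limits (2-sided exact permutation test, p = 0.2). Cluster 3 is 0.552% ± 0.381 in WT and 1.65% ± 0.559 in *Arom hum* mice (exact permutation p = 0.1, the floor for 3 against 3). Without the limits cluster 2 is 1.52% ± 2.2 in WT and 7.45% ± 6.68 in *Arom hum* mice (exact permutation p = 0.2) and cluster 3 is 0.758% ± 0.265 in WT and 10.7% ± 3.45 in *Arom hum* mice (p = 0.1). Both trends run in the paper's direction.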

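Clustering the fibroblast-like cells again gives 18 clusters within the limits, and 6 named groups follow from the paper's markers: the paper's clusters 0, 2, 3, 6, 15 and 16. Without the limits there are 22 clusters and 5 groups, without a match to cluster 6. Within the limits cluster 2 holds 19, 0 and 0 cells in the WT mice and 278, 824 and 4 in the *Arom hum* mice. Cluster 3 holds 38, 4 and 10 in WT and 84, 84 and 24 in *Arom hum*. Over every deposited barcode cluster 2 holds 412, 6 and 36 in WT and 954, 1909 and 49 in *Arom hum*, and cluster 3 holds 104, 82 and 39 against 1432, 1840 and 610.

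As a share of fibroblast-like cells, cluster 2 is 0.351% ± 0.608 in WT and 16.6% ± 14.4 in *Arom hum* mice within the limits (2-sided exact permutation test, p = 0.2) and 4.66% ± 6.03 in WT and 16.2% ± 13.5 in *Arom hum* mice over every deposited barcode (p = 0.3). *Arom hum* replicate 3 has few such cells in both. Cluster 3 is 1.52% ± 0.756 in WT and 4.23% ± 1.75 in *Arom hum* mice within the limits (exact permutation p = 0.1, the floor) and 2.87% ± 0.448 in WT and 24.3% ± 6.24 in *Arom hum* mice over every deposited barcode (p = 0.1). Clusters built from genes that differ between genotypes can part the genotypes by construction. Reclustering every deposited barcode without the genes called different between genotypes leaves cluster 3 at 8.18% ± 1.59 in WT and 24.4% ± 5.24 in *Arom hum* mice (exact permutation p = 0.1), and cluster 2 at 0.410% in WT and 11.3% ± 9.88 in *Arom hum* mice (p = 0.2). The names there still come from the full marker lists, which hold called genes such as *Ramp3* and *Cthrc1*. Leaving the genes out of the clustering thus removes only part of this dependence. Within the limits only 1 gene was called, so leaving it out tests little. Both clusters make up a larger share in *Arom hum* mice in each of these sets, and only cluster 3 separates all the mice in them. Taken instead from clusters of all cells within the limits, cluster 3 is 2.98% in WT and 4.87% in *Arom hum* mice (exact permutation p = 0.3).

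**Figure D2:**
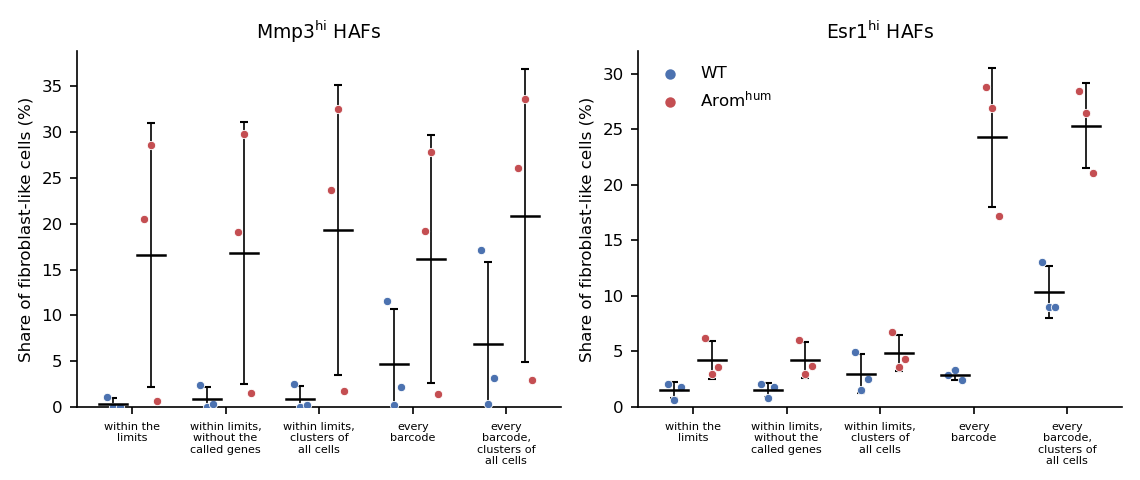
Share of fibroblast-like cells (%) in cluster 2 (panel titled Mmp3hi) and cluster 3 (panel titled Esr1hi) for each mouse under 5 choices of cells and genes; points are mice. Cluster 3 reaches 24.3% in *Arom hum* against 2.87% in WT over every deposited barcode.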

Overall, fibroblast-like cells clustered into 6 populations, of which clusters 2 and 3 were more highly represented in the *Arom^hum^* mice (Figure 1, D, E, and H). These 2 fibroblast clusters contained the most striking difference between cells derived from WT and *Arom^hum^* tissue through UMAP visualization, which suggested a role in hernia development. We hypothesized that cluster 2 and 3 fibroblasts are linked to hernia causation and tentatively defined them as “hernia-associated fibroblasts” (HAFs).

### Esr1 expression in LAM tissue of WT and Arom^hum^ mice.

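Of the cells with an *Esr1* UMI, 75.9% ± 11.7 are fibroblast-like within the limits, mean ± SD over the 6 mice, and 75.0% ± 8.86 after thinning every cell to 1000 UMIs. With all barcodes kept, the mean is 74.1%. *Esr1* is at 23.9 ± 4.34 CPM in fibroblast-like cells, 34.0 ± 16.1 in MuSCs/myoblasts and 25.8 ± 8.40 in mesothelial cells, against 1.38 ± 0.750 in endothelial cells. The majority of cells with an *Esr1* UMI are fibroblast-like in both sets. Without the limits *Esr1* is at 74.8 ± 26.0 CPM in fibroblast-like cells and 34.0 ± 10.8 in MuSCs/myoblasts.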

As expected, based on our previous work (20), the majority of LAM tissue cells that expressed *Esr1* (gene encoding ERα) were found in clusters within the fibroblast-like group of cells (Figure 2A). 

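*Esr1* (chromosome 10 from 4611593 to 5005614, GRCm38) is present in all 6 fibroblast-like groups within the limits. It is at 328 ± 106 CPM in cluster 3, over 5 mice with at least 10 such cells, and at 24.5 ± 2.54 in cluster 2. In clusters 0, 6, 15 and 16 *Esr1* is at 19.0 ± 6.29, 21.7 ± 10.2, 3.71 ± 2.77 and 23.7 ± 5.46. In cluster 3 the level is 329 ± 7.10 CPM in WT (2 mice) and 327 ± 150.01 in *Arom hum* (3 mice). 67.0% of its cells have an *Esr1* UMI at a median depth of 5292 UMIs, and 26.8% after thinning to 1000 UMIs. In endothelial cells it is 0.550% at 3839.5 UMIs. Among all deposited barcodes cluster 3 has 275 ± 71.6 CPM and cluster 2 35.7 ± 5.32. *Esr1* was among the 9 genes that named cluster 3. Each of the other groups is at less than 1/10 of its level within the limits.

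**Figure D3:**
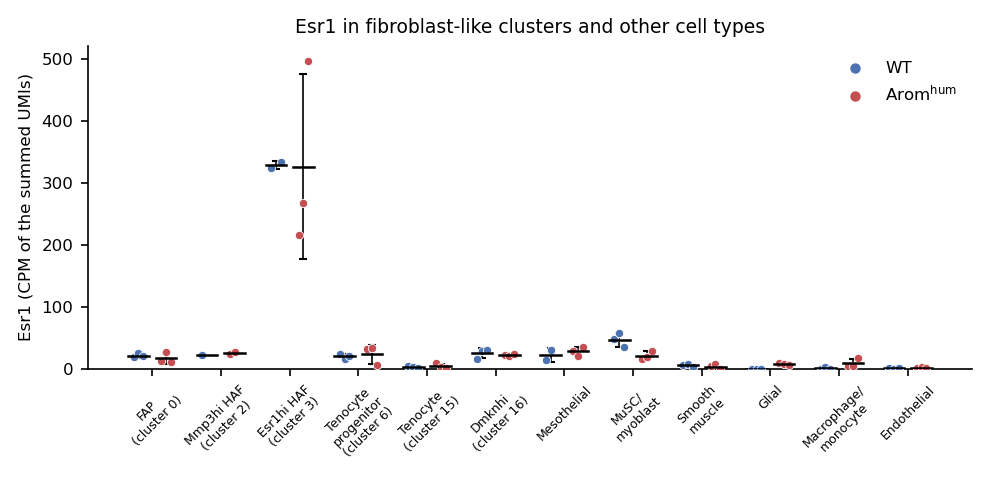
*Esr1* in CPM of the UMIs summed per mouse, by fibroblast-like group and by other cell types, for WT and *Arom hum* within the limits; points are mice. Cluster 3 (labelled Esr1hi) lies near 328 CPM in both genotypes.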

While *Esr1* expression was detected within all 6 cell clusters comprising the fibroblast-like cell group, it was highly enriched in the cluster 3 HAF population in both WT and *Arom^hum^*-derived cells (Figure 2, B and C). Expression of *Esr1* in WT and *Arom^hum^* LAM tissues was confirmed by RNAscope staining (Figure 2D). Higher *Esr1* expression was seen in *Arom^hum^* LAM compared with WT LAM, and the bulk of *Esr1* expression was noted in the fibroblast/stromal regions of muscle tissues, consistent with our scRNA-Seq results. Expression of known ERα target genes *Greb1* (33, 34) and *Pgr* displayed similar patterns of expression as *Esr1*, suggesting the presence of strong and active estrogen-mediated signaling, particularly in *Arom^hum^* LAM fibroblasts (Figure 2E).

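*Greb1* is at 172 ± 72 CPM in cluster 3 within the limits, 18.6 ± 15.1 in cluster 2 and 6.32 ± 6.95 in cluster 0. It is also at 31.3 ± 36.9 in MuSCs/myoblasts. *Pgr* is at 92.1 ± 88.6 CPM in cluster 3, with 2.16 in WT and 152 ± 47.0 in *Arom hum*, against 7.31 ± 8.57 in cluster 2 and 1.58 ± 2.65 in cluster 0. Without the limits cluster 3 has *Greb1* at 128 ± 49.9 CPM and *Pgr* at 82.0 ± 85.2 CPM. Among the fibroblast-like groups both are highest where *Esr1* is highest.

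Between genotypes, in all fibroblast-like cells, *Greb1* has a log2 fold change of 1.48 (SE 0.51, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.232) within the limits and 2.10 (0.0156) over every deposited barcode. *Pgr* has 4.58 (0.145) and 5.05 (0.0173), with CPM of 1.92 ± 1.46 in WT and 66.0 ± 32.7 in *Arom hum* over every deposited barcode. *Esr1* itself has 0.25 (0.493) and 0.87 (0.0202). The paper proposes from the shared pattern of *Esr1* and these 2 targets that estrogen signaling is active in *Arom hum* LAM fibroblasts.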

### Transcriptomic differences between WT and Arom^hum^ fibroblast-like cells.

*Arom^hum^* mice develop LAM tissue fibrosis, which arises partly from an expansion of fibroblasts in response to increasing local estrogen levels due to higher tissue aromatase activity (20). To further understand the mechanism of estrogenic action resulting in LAM tissue fibrosis, we explored the transcriptomic differences between WT and *Arom^hum^* fibroblast-like cells. 

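Fibroblast-like cells of *Arom hum* and WT mice were compared within the limits on sums per mouse (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Values are log2 fold changes with mean CPM ± SD over 3 mice each. *Timp1* has 1.62 (SE 0.33, adjusted p = 0.156, 172 ± 26.7 in WT and 527 ± 229.8 in *Arom hum*). *Cthrc1* has 2.81 (SE 0.69, adjusted p = 0.166, 16.4 ± 4.83 in WT and 112 ± 82.8 in *Arom hum*). *Spon1* has 1.90 (SE 0.31, adjusted p = 0.148, 33.7 ± 13.7 in WT and 128 ± 34.3 in *Arom hum*). *Col3a1* has 0.91 (SE 0.27, adjusted p = 0.201, 4171 ± 1041 in WT and 7823 ± 2171 in *Arom hum*). *Postn* has 1.65 (SE 0.34, adjusted p = 0.158, 106 ± 28.7 in WT and 334 ± 141 in *Arom hum*). *Lbp* has 1.75 (SE 0.49, adjusted p = 0.194, 456 ± 142 in WT and 1536 ± 905 in *Arom hum*). *Timp1* lies between 1.34 and 1.93 with each mouse left out in turn, with adjusted p from 0.00274 to 0.478. The other tests give it 7.83e-05 to 0.157. On GRCm38 *Timp1* lies on chromosome X from 20870166 to 20874735, *Postn* on chromosome 3 from 54361109 to 54391037 and *Cthrc1* on chromosome 15 from 39076932 to 39087121.

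Over every deposited barcode the same test gives, as log2 fold change and adjusted p, *Timp1* 2.61 (0.0236), *Cthrc1* 3.55 (0.0288), *Spon1* 2.66 (0.0168), *Col3a1* 1.04 (0.0351), *Postn* 1.27 (0.0213) and *Lbp* 1.27 (0.0683). The 6 genes are higher in *Arom hum* in both sets of cells. Within the limits all 3 *Arom hum* mice lie above every WT mouse for *Timp1*, *Spon1*, *Col3a1* and *Postn*, and 2 of 3 for *Cthrc1* and *Lbp*. With edgeR 0 pass an adjusted p of 0.05 within the limits, and 5 pass over every deposited barcode. All 6 have an unadjusted p below 0.05 within the limits. DESeq2 passes 5 there, all but *Lbp*, and edgeR passes all 6 without *Arom hum* replicate 3. With *C4b* from the text and *Spon2* and *Emb* from Fig. 3 the list has 9 genes, and all 9 pass in both sets when the adjustment is over the list alone. The study chose this list on the same mice, so it is not independent evidence.

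**Figure D4:**
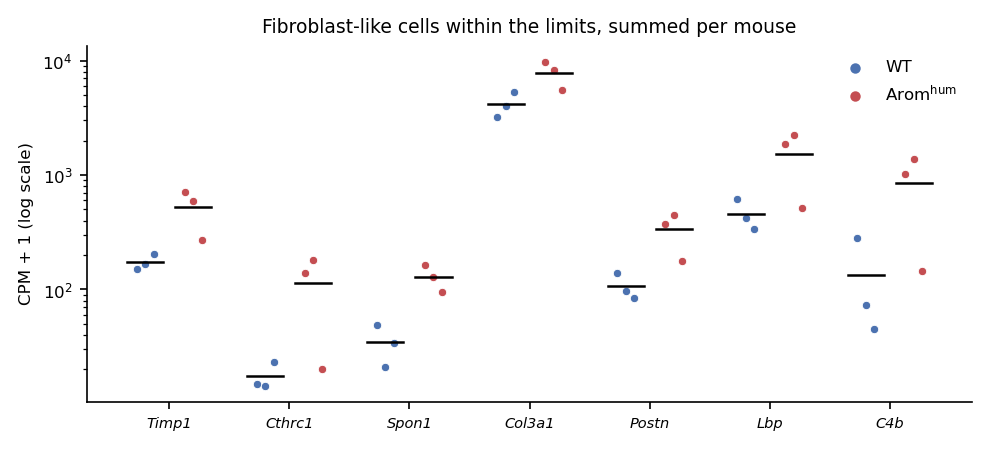
Level of 7 genes in fibroblast-like cells within the limits, as CPM + 1 on a log scale, for WT and *Arom hum*; points are mice and bars are means. *Timp1* rises from 172 to 527 CPM.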

Analysis of the top differentially expressed genes in WT and *Arom^hum^* mice highlighted enrichment of a fibrosis-related signature in *Arom^hum^* mice (*Timp1*, *Cthrc1*, *Spon1*, *Col3a1*, *Postn*, *Lbp*) (Figure 3, A and C). Pathway analysis in *Arom^hum^* mice revealed an enrichment of genes associated with cell adhesion, ECM organization and remodeling, connective tissue degradation, and response to hormone (Figure 3B). These processes and differentially expressed genes highlight the activation of a fibrotic/tissue remodeling state in fibroblast-like cells in *Arom^hum^* LAM tissue. Genes involved in inflammation through the complement system were also enriched in *Arom^hum^* LAM fibroblast-like cells, mainly *C4b* gene expression (Figure 3A). However, genes that drive inflammation via IL-6 signaling and a Th17-derived cytokine immune response were downregulated in *Arom^hum^* compared with WT LAM fibroblast-like cells (Figure 3B). These data point to a Th2-like profibrotic environment in *Arom^hum^* LAM (35). Furthermore, ECM remodeling and other profibrotic genes such as *Timp1*, *Spon2*, *Postn*, and *Cthrc1* were most highly expressed in the HAFs (clusters 2 and 3) of the fibroblast-like cell populations (Figure 3C). 

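*C4b* (chromosome 17 from 34728380 to 34743882, GRCm38) in fibroblast-like cells has a log2 fold change of 2.66 (SE 0.89) within the limits, with CPM of 132 ± 128 in WT and 847 ± 635 in *Arom hum*. Its adjusted p is 0.226 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over a range of 0.155 to 0.226 with the other tests. The fold change stays between 2.11 and 3.85 with 1 mouse left out. Without the limits it is 2.60 (adjusted p = 0.0892), with CPM of 91.7 ± 85.7 in WT and 556 ± 382 in *Arom hum*. In both sets 2 of 3 *Arom hum* mice lie above every WT mouse. Reads of *C4b* and its near-identical neighbour *C4a* are hard to tell apart in 3' counts. *C4b* is higher in *Arom hum* in both sets of cells, with wide spread between mice.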

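The text names no genes for this fall. *Socs3*, *Cebpd*, *Fos*, *Junb*, *Atf3* and *Zfp36* are labelled in Fig. 3A among the lower genes. In fibroblast-like cells within the limits their log2 fold changes, with adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and mean CPM from WT to *Arom hum*, are *Socs3* −0.88 (0.243, 721 to 392 CPM), *Cebpd* −0.81 (0.211, 2670.2 to 1526 CPM), *Fos* −0.92 (0.215, 2360.3 to 1248 CPM), *Junb* −0.77 (0.17, 3936 to 2302 CPM), *Atf3* −0.96 (0.238, 1439 to 740.3 CPM) and *Zfp36* −1.01 (0.202, 1322 to 655 CPM). Without the limits they are *Socs3* −1.41 (0.0441), *Cebpd* −1.22 (0.0385), *Fos* −1.25 (0.0213), *Junb* −0.93 (0.0286), *Atf3* −1.04 (0.0732) and *Zfp36* −1.37 (0.028). All 6 are lower in all 3 *Arom hum* mice than in every WT mouse in both sets. With edgeR 0 pass an adjusted p of 0.05 within the limits, where all 6 have an unadjusted p below 0.05, and 5 pass over every deposited barcode. DESeq2 within the limits passes *Cebpd*, *Fos*, *Junb* and *Zfp36*, and without *Arom hum* replicate 3 edgeR passes all but *Socs3*. The 6 pass within the limits when the adjustment is over the list alone. The study chose the list on these mice, so it is not independent evidence. The paper reasons from this fall, beside the rise in complement genes, to a Th2-like profibrotic environment.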

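*Timp1* is at 1004 ± 669.9 CPM in cluster 2, 471 ± 594 in cluster 3, 220.1 ± 143 in cluster 0, 114 ± 41.9 in cluster 6, 407 ± 147 in cluster 15 and 228 ± 174 in cluster 16. *Spon2* is at 116 ± 80.6 CPM in cluster 2, 625 ± 265 in cluster 3, 66.9 ± 27.0 in cluster 0, 93.7 ± 43.5 in cluster 6, 174 ± 54.9 in cluster 15 and 84.0 ± 42.3 in cluster 16. *Postn* is at 364 ± 258 CPM in cluster 2, 441 ± 583 in cluster 3, 142 ± 107 in cluster 0, 165 ± 129.8 in cluster 6, 285 ± 151 in cluster 15 and 379 ± 204 in cluster 16. *Cthrc1* is at 186 ± 141 CPM in cluster 2, 37.1 ± 50.4 in cluster 3, 10.0 ± 7.02 in cluster 0, 15.7 ± 5.02 in cluster 6, 95.8 ± 35.7 in cluster 15 and 104 ± 144 in cluster 16. These are levels within the limits. A HAF cluster is the highest of the 6 for all 4 genes, and both HAF clusters are the top pair only for *Timp1*. *Cthrc1* helped name cluster 2. Cluster 2 rests on 1 WT and 2 *Arom hum* mice with at least 10 cells, cluster 3 on 2 WT and 3 *Arom hum* mice and the others on all 6, so these means mix cluster with genotype. Among *Arom hum* mice alone a HAF cluster is again highest for all 4 and both are the top pair only for *Timp1*. Among WT mice alone a HAF cluster is highest only for *Timp1* (335 CPM in cluster 2, 1 mouse) and *Spon2* (434 CPM in cluster 3), *Cthrc1* is highest in cluster 15 (77.1 CPM) and *Postn* in cluster 16 (218 CPM).

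Without the limits *Timp1* is at 815 ± 787 CPM in cluster 2, 634 ± 386 in cluster 15 and 576 ± 669 in cluster 3. *Spon2* is highest in cluster 3, 839.7 ± 265, and *Postn* also, 969.7 ± 807. *Cthrc1* is highest in cluster 15, 374 ± 396, and at 255 ± 301 in cluster 2. The SD between mice is close to the mean for several of these. The paper reasons from such genes and the enriched processes that fibroblast-like cells in *Arom hum* LAM are in an activated, tissue-remodeling state.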

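Of 11001 genes tested in fibroblast-like cells within the limits, 1 has an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1842 have an unadjusted p below 0.05. That gene is *Ramp3*, chosen after its values were seen: log2 fold change 2.51 (SE 0.21, adjusted p = 0.0203), from 2.95 to 16.7 CPM. *Ramp3* helped name cluster 3, whose share is larger in *Arom hum*, so its rise cannot be told from a change in the mix of clusters. With equal weight of the 8 clusters that have at least 10 cells in every mouse, which leaves out cluster 3, 1 gene passes (limma). It is not *Ramp3*. DESeq2 calls 219, edgeR with RLE size factors 1, and edgeR without the filter on low counts 7. Leaving out *Arom hum* replicate 3 gives 769, and leaving out any other mouse gives 0. In 21.1% of the genes the 3 *Arom hum* mice all lie on the same side of the 3 WT mice, where chance alone gives 10%.

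With all barcodes kept, the count is 1824 of 14022 (1003 higher and 821 lower in *Arom hum*), with 4705 at an unadjusted p below 0.05. DESeq2 calls 2916, RLE size factors 1821 and no filter 1474. Leaving out an *Arom hum* mouse gives 3, 24 or 4157, and leaving out a WT mouse 160, 8 or 5, with 4157 reached without *Arom hum* replicate 3. The mice do not overlap in 38.7% of the genes, again against 10% by chance. Among the genes that pass and reach 10 CPM, the largest rises are *Oxtr*, *Saa3*, *Serpinb2*, *Chl1* and *Ramp3*, and the largest falls are *Inmt*, *Cldn1*, *Fmo2*, *Gal* and *Mamdc2*. The number of genes that pass thus depends on the limits and on single mice.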

Overall, there were substantial differences in gene expression between LAM fibroblast-like cells in WT versus *Arom^hum^*, with *Arom^hum^*-derived cells enriched for a profibrotic set of genes and pathways representing ECM organization and cell-matrix interactions. When visualized on the UMAP, many of these profibrotic gene differences were especially evident in the HAF population of cells.

### Fibroblast-like cell subpopulations in LAM tissue.

To further understand the heterogeneity of fibroblast-like cells in LAM tissue, we analyzed transcriptomic differences between the 6 clusters of fibroblast-like cells described in Figure 1, D and E (clusters 0, 2, 3, 6, 15, and 16). The HAF populations of fibroblast-like cells, comprising clusters 2 and 3, had differentially expressed genes that distinguished them from each other and the other fibroblast-like cell clusters (Figure 4A). Cluster 2 contained high levels of *Mmp3*, a matrix metalloproteinase expressed in senescent fibroblasts that has a possible role in breast cancer progression (36), which led us to label this population as “*Mmp3*^hi^ HAFs” (Figure 4, A–C). This cluster also had a high expression of inflammatory and immune response–related markers, such as *Cxcl14*, *Lbp*, *C3*, *C4b*, *Saa3*, and *Il33*, and profibrotic markers *Timp1*, *Postn*, *Cthrc1*, and *Igfbp5* (Figure 4, A and B, and Supplemental Table 1). 

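Levels within the limits for cluster 2 are means over the 3 mice with at least 10 such cells, beside the next highest fibroblast-like cluster. *Mmp3* is at 1505 ± 868 CPM in cluster 2 and 236 ± 194 in cluster 6. *Cxcl14* is at 1382 ± 701 CPM in cluster 2 and 969 ± 229.98 in cluster 0. *Lbp* is at 2902 ± 1767 CPM in cluster 2 and 1129 ± 986 in cluster 16. *C3* is at 3851 ± 1525 CPM in cluster 2 and 1748 ± 752 in cluster 16. *C4b* is at 2229.9 ± 272 CPM in cluster 2 and 683 ± 729.8 in cluster 16. *Il33* is at 782 ± 115 CPM in cluster 2 and 402 ± 145 in cluster 16. *Saa3* is at 441 ± 384 CPM in cluster 2 and 4041 ± 5630.5 in mesothelial cells. Cluster 2 is the highest fibroblast-like cluster for these. *Mmp3*, *Cxcl14*, *C4b*, *Il33* and *Cthrc1* helped name it. *Igfbp5* is at 264 ± 146 CPM in cluster 2 and higher in cluster 16, 2255 ± 933, and in cluster 3, 1782 ± 1295. Among all deposited barcodes cluster 2 has *Mmp3* at 741 ± 842 CPM, *C3* at 1770.2 ± 1529.8, *Lbp* at 1804 ± 1164 and *Igfbp5* at 284 ± 247.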

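*Col1a1* is at 6165 ± 1779 CPM in cluster 2 and 7779 ± 1782 in cluster 15 within the limits. *Col1a2* is at 8376 ± 1494 CPM and 9116 ± 2149.5. *Col3a1* is at 9089.9 ± 4174 CPM in cluster 2 and 7439 ± 3887 in cluster 16. *Cpxm1*, which helped name cluster 2, is at 1306 ± 646 CPM there and 309 ± 127 in cluster 16. Without the limits cluster 2 has *Col1a1* at 8774 ± 4422 CPM, *Col1a2* at 11446 ± 5064 and *Col3a1* at 10547 ± 6364. Within the limits cluster 2 is the highest of the 6 for *Col3a1* and *Cpxm1*, and cluster 15 for *Col1a1* and *Col1a2*.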

Cluster 2 also had several matrisome-related genes within its top 50 differentially expressed genes compared with other clusters, including *Col1a1*, *Col1a2*, *Col3a1*, and *Cpxm1* (Supplemental Table 1). 

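*Nppc* is at 1274 ± 935 CPM in cluster 3 within the limits, 40.4 ± 21.0 in cluster 0 and 133 ± 113 in MuSCs/myoblasts. *Cilp* is at 1359 ± 555 CPM in cluster 3 and close behind in cluster 15, 1044 ± 205, and cluster 6, 1018 ± 219.5. *Rbp4* is at 391 ± 202 CPM in cluster 3 and 149.9 ± 96.9 in cluster 2. In cluster 6 *Greb1* is at 14.6 ± 8.47 CPM. Over every deposited barcode cluster 3 has *Nppc* at 1198 ± 1146 CPM, *Cilp* at 1775 ± 749.8 and *Rbp4* at 427 ± 111. *Nppc* and *Esr1* helped name the cluster, and *Greb1*, *Pgr*, *Cilp* and *Rbp4* did not. The levels set cluster 3 apart for *Nppc*, *Greb1* and *Pgr*, less for *Rbp4* and least for *Cilp*.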

We labeled cluster 3 as “*Esr1*^hi^ HAFs,” as the expression of *Esr1* and other estrogen-regulated genes (*Greb1*, *Pgr*, *Nppc*, *Cilp*, and *Rbp4*) was particularly high and specific to this population of cells (Figure 4, A–C, Figure 5E, and Supplemental Table 1). *Esr1*^hi^ HAFs also expressed high levels of profibrotic genes such as *Emb*, *Mfap4*, *Moxd1*, *Inhba*, and *Spon2* (Figure 4A and Supplemental Table 1). 

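In *Esr1* hi HAFs within the limits *Emb* is at 568 ± 391 CPM against 253 ± 125 in *Mmp3* hi HAFs. *Mfap4* is at 2042 ± 302 CPM, near the 1790.2 ± 470.3 of cluster 6. *Moxd1* is at 871 ± 389 CPM against 26.6 ± 10.1 in cluster 6. *Inhba* is at 271 ± 195 CPM against 105 ± 197 in cluster 16. With all barcodes kept, the *Esr1* hi levels are 661 ± 553 for *Emb*, 2573 ± 358 for *Mfap4*, 794 ± 371 for *Moxd1* and 421 ± 449 for *Inhba*. *Emb* and *Moxd1* helped name this cluster, and *Mfap4* the whole fibroblast-like group. *Esr1* hi HAFs are the highest fibroblast-like cluster for these 4 genes within the limits.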

Cluster 0 contained the most cells of any fibroblast-like cluster and was nearly even in cell number in WT and *Arom^hum^* mice (Figure 4A and Supplemental Figure 1). 

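Within the limits cluster 0 holds 2556 cells, the most of the 6 named groups. Of these 1091 come from WT and 1465 from *Arom hum* mice. The *Arom hum* mice give more cells in all, and with equal weight per mouse 48.5% of the cluster comes from *Arom hum*. Among all deposited barcodes the cluster holds 5830 cells, again the most.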

While Cluster 0 lacked unique markers that differentiated it from the other fibroblast-like clusters, most cells in this cluster expressed FAP markers *Pdgfra* and *Ly6a*, which suggested that it also represented muscle-resident FAPs. These cells were also enriched for *Tppp3* (Figure 4, A and B), which has been suggested as a marker for tendon stem and progenitor cells (37). Therefore, we concluded that this cluster likely comprises a mixed population of multipotent FAPs, which may differentiate into tenocytes or fibroblasts.

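In cluster 0 *Tppp3* (chromosome 8 from 105467493 to 105471526, GRCm38) is at 689 ± 153 CPM within the limits, against 333 ± 109 in cluster 16, 256 ± 99.0 in cluster 6 and 11.0 ± 7.97 in mesothelial cells. 82.9% of cluster 0 cells have a *Tppp3* UMI at a median depth of 6595.5 UMIs (42.3% after thinning to 1000), and 5.98% of mesothelial cells at 6420.5 (1.13%). *Tppp3* helped name cluster 0. *Pdgfra* is at 274 ± 38.2 CPM in cluster 0, with a UMI in 71.4% of cells against 1.12% in endothelial cells at a median depth of 3839.5 (23.3% and 0.304% after thinning). *Ly6a* is at 1798 ± 633 CPM in cluster 0, with a UMI in 89.9% of cells against 10.7% in mesothelial cells (69.0% and 3.26% after thinning). Without the limits cluster 0 has *Tppp3* at 734 ± 185 CPM and *Pdgfra* at 307 ± 46.7. The paper proposes from these FAP markers and *Tppp3* that the cluster mixes multipotent FAPs.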

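The 6 genes marking tendon cells are highest among fibroblast-like groups in cluster 15 within the limits. *Scx* is at 159 ± 69.0 CPM there and 12.8 ± 16.3 in cluster 3. *Fmod* is at 5989 ± 301 CPM, *Tnmd* at 2946 ± 301 and *Comp* at 2263 ± 614. *Wif1* is at 863 ± 461 CPM against 4.63 ± 9.31 in cluster 6, and *Thbs4* at 3569 ± 1064 against 642 ± 254. Over every deposited barcode cluster 15 has *Scx* at 307 ± 57.5 CPM, *Tnmd* at 2701 ± 543 and *Fmod* at 5518 ± 741. All 6 genes were the ones that named the cluster.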

Cluster 15 was denoted as tenocytes, as these cells expressed several tenocyte markers and related genes such as *Scx*, *Fmod*, *Tnmd*, *Comp*, *Wif1*, and *Thbs4* (Figure 4, A–C). 

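Within the limits *Tgfbi* is at 840.02 ± 202 CPM in cluster 6, 1355 ± 239 in cluster 15 and 413 ± 163 in cluster 0. *Angptl1* is at 1002 ± 120.5 CPM in cluster 6, 1502 ± 166 in cluster 15 and 595 ± 90.7 in cluster 0. *Prg4* is at 1115 ± 516 CPM in cluster 6, 903 ± 441 in cluster 15 and 398 ± 112 in cluster 0. *Cpxm2* is at 291 ± 84.3 CPM in cluster 6, 720.1 ± 94.5 in cluster 15 and 66.8 ± 31.6 in cluster 0. All 4 are higher in clusters 6 and 15 than in cluster 0. *Tgfbi*, *Angptl1* and *Prg4* helped name cluster 6. Without the limits no group matches cluster 6, and cluster 15 has *Tgfbi* at 946 ± 225 CPM and *Cpxm2* at 639 ± 175.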

Cluster 6 and cluster 15 expressed *Tgfbi*, *Angptl1*, *Prg4*, and *Cpxm2* (Figure 4, A and B). Cluster 6 also expressed low levels of some tenocyte markers, including *Tnmd* and *Fmod* (Figure 4, A and B). 

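Cluster 6 has *Tnmd* at 232 ± 9.26 CPM and *Fmod* at 533 ± 179 within the limits, below cluster 15 and above cluster 0, where they are at 20.5 ± 7.80 and 46.8 ± 28.2. *Comp* is at 317 ± 203 CPM in cluster 6. *Scx* is at 3.63 ± 2.08 CPM there.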

*Tppp3* was also expressed in 65% of cluster 6 cells, which suggested that these cells might be tenocyte progenitor cells (Figure 4B) (37). 

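In cluster 6 49.8% of cells have a *Tppp3* UMI within the limits at a median depth of 7068 UMIs, and 18.7% after thinning to 1000 UMIs. The paper gives 65%. *Tppp3* has a UMI in 19.9% of endothelial cells at a median depth of 3839.5 UMIs (6.62% after thinning) and in 68.6% of cluster 16 cells at 7061. The paper proposes from *Tppp3* and the low tenocyte markers that these are tenocyte progenitors.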

Finally, cluster 16 was a small cluster composed of nearly equal numbers of cells in WT and *Arom^hum^* mice. This cluster was marked by the expression of *Dmkn*, which encodes dermokine, first observed to be expressed in the epidermis. 

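Within the limits the group matching cluster 16 holds 1451 cells, 330 from WT and 1121 from *Arom hum* mice. *Arom hum* mice give 72.2% with equal weight per mouse, and by cells 45.3% without *Arom hum* replicate 2 and 96.3% without WT replicate 1. Without the limits it holds 3871 cells and *Arom hum* mice give 69.8%. With all mice the group is neither small nor even between genotypes in either set of cells, and without *Arom hum* replicate 2 it is near even.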

*Dmkn* has also been shown to be expressed in colorectal cancer (38) and pancreatic cancer and may be associated with epithelial-mesenchymal transition (39). 

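*Dmkn* (chromosome 7 from 30763756 to 30781063, GRCm38) is at 1378 ± 614 CPM in cluster 16 within the limits, 91.3 ± 79.1 in *Mmp3* hi HAFs and 696 ± 186 in mesothelial cells. *Krtdap* is at 362 ± 196 CPM in cluster 16 and 16.1 ± 5.19 in cluster 0. *Sbsn* is at 1209 ± 393 CPM in cluster 16 and 519 ± 151 in mesothelial cells. With all barcodes kept, cluster 16 has *Dmkn* at 1087 ± 713 CPM, *Krtdap* at 254 ± 85.6 and *Sbsn* at 949 ± 365. These 3 genes helped name the cluster.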

Other keratinocyte-associated genes such as *Krtdap* and *Sbsn* were also expressed by cluster 16 (Figure 4, A and B).

To determine whether the 6 clusters of fibroblast-like cells had lineage relationships among one another, we performed pseudotime analysis using the Slingshot R package (40). Since *Esr1*^hi^ HAFs seemed to be the most estrogen-responsive cluster, we speculated that these cells are the original cell population that is activated in response to estrogen ligand. Therefore, to mimic the biological scenario of excess estrogen inducing fibroblast proliferation and differentiation, we started our lineage from cluster 3 *Esr1*^hi^ HAFs. 

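In place of Slingshot, a minimum spanning tree was built between the 6 cluster centers within the limits, with the covariance-scaled distance. It joins 0–6, 2–16 and 6–15, 3 of the 5 links in the paper's lineages. Where the paper has 3–0 and 0–2, the tree has 3–6 and 0–16. With 10 or 50 components it shares 3 links as well. With the Euclidean distance it shares 4, adding 0–2, and 3–6 stays. Cluster 3, the start in the paper, has 244 cells within the limits. A tree orders clusters by similarity and gives no direction, and cluster 3 is the start by choice. The paper writes that the lineage through clusters 0 and 2 appears to be associated with hernia formation, and describes the other as differentiation to mature tenocytes.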

From this analysis, we found 2 distinct lineages: i) cluster 3 → cluster 0 → cluster 2 → cluster 16 and ii) cluster 3 → cluster 0 → cluster 6 → cluster 15 (Figure 4D). Lineage 1 appears to be associated with hernia formation, whereas lineage 2 constitutes differentiation to mature tenocytes.

To predict computationally transcription factors associated with these 6 fibroblast clusters, we used the DoRothEA R package, which contains both human and mouse transcription factor regulons (41). *Esr1*^hi^ HAFs in cluster 3 showed especially high activity for the transcription factors *Trp53*, *Sp4*, *Zpf740*, *Nrf1*, *Taf1*, *Atf7*, and *Tal1*, while *Mmp3*^hi^ HAFs in cluster 2 had increased activity for *Hif1a*, *Fos*, *Cebpd*, *Etv4*, *Batf*, and *Cebpa* transcription factors (Figure 4E). Cluster 0 did not show high activity for any particular transcription factors, while *Sox9*, *Tfdp1*, *Hnf1a*, and *Smad3* were among the most active in clusters 6 and 15. Active transcription factors within cluster 16 included *Klf13*, *Hnf4a*, *Thap11*, *Grhl2*, and *Mxi1*. Additionally, we ran a Pathway RespOnsive GENes (PROGENy) analysis (42) to determine key pathways that were enriched in each fibroblast-like cell cluster. As expected, *Esr1*^hi^ HAFs in cluster 3 had high enrichment for estrogen signaling (Figure 4F). These cells showed high levels of hypoxia and TGF-β signaling as well. The *Mmp3*^hi^ HAFs in cluster 2 had a high activity of NF-κB and TNF-α signaling pathways, as well as moderately high levels of estrogen, hypoxia, and WNT signaling pathways. The most highly active pathway in cluster 0 FAPs was PI3K, and clusters 6 and 15 showed high activity for the TGF-β and Trail signaling pathways. Cluster 16 was enriched for genes from the JAK/STAT and VEGF pathways.

These data demonstrate that mesenchymal cells in the LAM of WT and *Arom^hum^* mice exhibit distinct heterogeneity, with specific genes and pathways enriched in each of the 6 clusters. It is possible that the increase in local estrogen in *Arom^hum^* LAM causes the expansion of the HAF populations (clusters 2 and 3), as well as differentiation from one HAF subtype to another, as proposed by pseudotime analysis (Figure 4D).

### Transcriptomic differences between the 2 LAM tissue HAF populations.

*Esr1*^hi^ and *Mmp3*^hi^ HAF clusters (clusters 3 and 2, respectively) both comprised the vast majority of cells from *Arom^hum^* samples (85% and 90%, respectively), whereas the other fibroblast-like cell clusters had a relatively even contribution of cells in WT and *Arom^hum^* LAM (Figure 5A). 

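Within the limits *Arom hum* mice give 78.7% (exact 95% interval 73.0 to 83.7) of *Esr1* hi HAFs and 98.3% (97.4 to 99.0) of *Mmp3* hi HAFs. The intervals treat cells as independent, which cells of the same mouse are not, so they are too narrow. With equal weight per mouse the shares are 74.9% and 98.0%. Clusters 0, 6, 15 and 16 have 57.3% (55.4 to 59.2), 36.4% (33.6 to 39.2), 52.1% (47.6 to 56.6) and 77.3% (75.0 to 79.4). *Arom hum* mice give 11033 of the 18852 cells. Without the limits they give 94.5% of *Esr1* hi HAFs, 86.5% of *Mmp3* hi HAFs, 41.8% of cluster 0 and 52.6% of cluster 15. Leaving out 1 mouse at a time moves the *Esr1* hi share within the limits between 67.5% and 93.2%. The share of cluster 6 is 63.6% without WT replicate 1 and 20.1% without *Arom hum* replicate 2. Both HAF clusters come mostly from *Arom hum* mice in both sets, and cluster 16 comes mostly from them too.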

Upon discovering these potentially novel populations, we further characterized how they differed from one another and the differences between WT and *Arom^hum^* within each cluster. We performed pathway analysis on the differentially expressed genes in *Esr1*^hi^ HAFs relative to *Mmp3*^hi^ HAFs. As expected, one of the top process networks enriched in *Esr1*^hi^ HAFs was the Esr1-nuclear pathway (Figure 5B). Furthermore, G1-S growth factor regulation was upregulated in these cells, perhaps illustrating their proliferative capacity. 

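Cells with at least 2 of 14 cycling genes were counted after thinning to 3000 UMIs. In *Arom hum* mice they are 0.463% ± 0.802 of *Esr1* hi HAFs and 0.390% ± 0.280 of the other fibroblast-like cells within the limits, a mean difference of 0.0725 percentage points that is positive in 1 of 3 mice. Only 1 cycling cell was found among the 50, 72 and 13 *Esr1* hi HAFs counted in these mice, so this is a weak test, and the difference is −0.489 without *Arom hum* replicate 2. Among all deposited barcodes the difference is 0.168 points and positive in 3 of 3 mice, and with at least 3 cycling genes it is 0.0658 and positive in 2 of 3. The paper proposes proliferative capacity from the G1-S growth factor network. It adds later evidence of other kinds. By flow cytometry of DNA content, more ERα+ than ERα- cells of *Arom hum* LAM were in the S and G2 phases. PCNA protein was higher in *Arom hum* LAM.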

Other enriched process networks included regulation of epithelial-mesenchymal transition, cytoskeleton-related pathways, and other reproduction-related pathways (Figure 5B). Interestingly, in *Mmp3*^hi^ HAFs, several processes related to inflammation and immune response were enriched compared with *Esr1*^hi^ HAFs (Figure 5B). 

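The levels of inflammatory genes in *Esr1* hi HAFs within the limits are as follows: *Cxcl14* at 182 ± 208 CPM, *Lbp* at 149.7 ± 99.0 CPM, *C3* at 423 ± 146 CPM, *C4b* at 43.4 ± 59.2 CPM, *Saa3* at 21.0 ± 33.8 CPM and *Il33* at 33.1 ± 15.9 CPM. Without the limits *Esr1* hi HAFs have *Cxcl14* at 156 ± 139, *C4b* at 61.8 ± 84.3 and *Il33* at 24.9 ± 18.6, and *Mmp3* hi HAFs have 1168 ± 771, 826 ± 765 and 289.8 ± 207. All 6 are lower in *Esr1* hi than in *Mmp3* hi HAFs within the limits. *Cxcl14*, *C4b* and *Il33* helped name the *Mmp3* hi cluster.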

Additional enriched pathways included ECM remodeling, connective tissue degradation, and translation-related processes (Figure 5B).

Within each HAF cluster, we also compared gene expression between WT and *Arom^hum^*-derived cells (Figure 5, C and D). These comparisons gave insights into genes in each HAF cluster that were affected by exposure to an estrogen-rich environment in *Arom^hum^* LAM tissue. Compared with *Esr1*^hi^ HAFs in WT LAM, the *Esr1*^hi^ HAFs in *Arom^hum^* LAM showed induction of estrogen-responsive genes such as *Pgr*, *Wisp2*, *Inhba*, *Cilp*, and *Nppc* as well as some fibrosis-associated genes such as *Timp1*, *Ptx3*, and *Aqp5* (Figure 5, C and E). 

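Without the limits 225 WT and 3882 *Arom hum* *Esr1* hi HAFs were compared on sums per mouse (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Values are log2 fold changes with the CPM from WT to *Arom hum*. *Pgr* has 3.87 (adjusted p = 0.00484, 9.04 to 160.4 CPM). *Wisp2* has 2.31 (adjusted p = 0.0493, 76.2 to 381 CPM). *Inhba* has 3.76 (adjusted p = 0.008, 57.3 to 819 CPM). *Cilp* has 0.90 (adjusted p = 0.127, 1247 to 2322 CPM). *Nppc* has 3.56 (adjusted p = 0.00154, 193 to 2288 CPM). *Timp1* has 3.71 (adjusted p = 0.0103, 81.5 to 1121 CPM). *Ptx3* has 2.94 (adjusted p = 0.0834, 74.6 to 612 CPM). *Aqp5* has 5.15 (adjusted p = 0.00633, 8.92 to 301 CPM). All 8 are higher in *Arom hum*, in 2 of 3 *Arom hum* mice above every WT mouse for *Wisp2* and *Ptx3* and in 3 of 3 for the others. All but *Cilp* and *Ptx3* pass an adjusted p of 0.05. The number of genes that pass is 1440 of 11351 genes (706 higher and 734 lower, 3450 unadjusted). DESeq2 calls 2083 and RLE size factors 1440. After thinning every mouse's sum to the lowest total, a test added after the data were seen, 582 of 4722 genes pass, and 490 of them are among the 1440. The count lies between 260, without WT replicate 2, and 1790, without *Arom hum* replicate 3, when 1 mouse is left out. The mice do not overlap in 36.2% of genes, against 10% by chance.

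Within the limits there are 52 WT and 192 *Arom hum* cells and 2499 genes tested, *Wisp2* not among them. The log2 fold changes and adjusted p are *Pgr* 5.25 (0.00617), *Inhba* 2.04 (0.0749), *Cilp* 1.04 (0.313), *Nppc* 2.77 (0.105), *Timp1* 4.39 (0.0211), *Ptx3* 1.79 (0.379) and *Aqp5* 2.08 (0.265). Of all genes tested there, 14 pass (298 unadjusted), with 32 by DESeq2 and 120 without the filter. Leaving out *Arom hum* replicate 1 or 2 gives 1 and leaving out *Arom hum* replicate 3 gives 44. The mice do not overlap in 16.0% of genes. With *Pdgfra* the list has 9 genes, and the 8 tested within the limits all pass when adjusted over the list alone. The study chose the list on these mice, so it is not independent evidence. *Greb1*, chosen after its values were seen, has 1.02 (0.0145) over every deposited barcode, and *Esr1*, chosen the same way, has −0.38 (0.28).

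**Figure D5:**
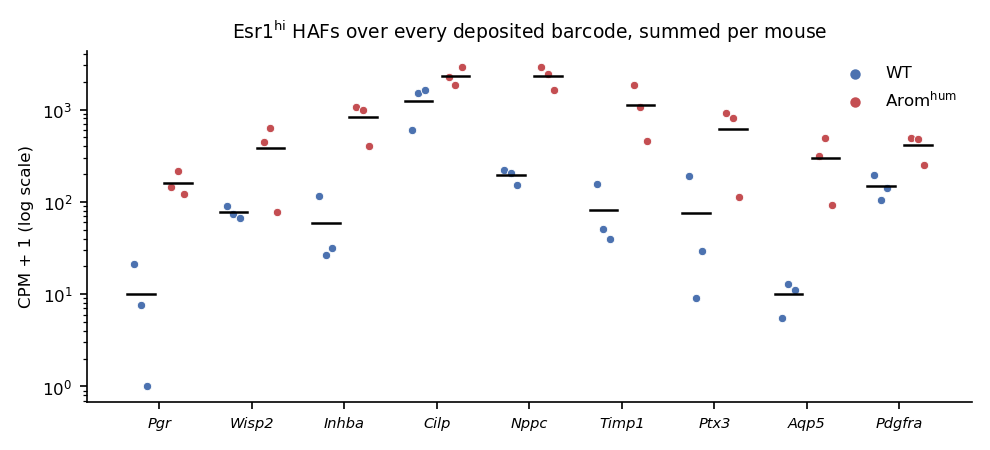
Level of 9 genes in *Esr1* hi HAFs over every deposited barcode, as CPM + 1 on a log scale, for WT and *Arom hum*; points are mice and bars are means. *Nppc* rises from 193 to 2288 CPM.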

Interestingly, *Esr1*^hi^ HAFs from *Arom^hum^* LAM also showed increased expression of the FAP marker *Pdgfra* (Figure 5C), suggesting an activated state compared with *Mmp3*^hi^ HAFs (43). 

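*Pdgfra* (chromosome 5 from 75152292 to 75198215, GRCm38) in *Esr1* hi HAFs has a log2 fold change of 1.87 (SE 0.50, adjusted p = 0.115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) within the limits, with CPM of 112 ± 57.5 in WT and 463 ± 219 in *Arom hum*. It stays between 1.41 and 2.61 with 1 mouse left out. Without the limits it is 1.47 (SE 0.31, adjusted p = 0.0214), with adjusted p from 7.75e-04 to 0.0213 by the other tests. *Pdgfra* helped name the fibroblast-like group, not this cluster. In *Mmp3* hi HAFs within the limits it is at 179 ± 37.6 CPM and in *Esr1* hi HAFs at 265 ± 205. *Pdgfra* is higher in *Arom hum* in both sets of cells. The paper proposes an activated state of *Esr1* hi HAFs from it.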

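Cluster 2, the *Mmp3* hi HAFs, is compared between genotypes over every deposited barcode, because 2 WT mice have 0 such cells within the limits at resolution 0.8. Some sums rest on few cells, such as the 6 of WT replicate 2. The test is edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and values are log2 fold changes with the CPM from WT to *Arom hum*. *Serpina3n* has 2.41 (adjusted p = 0.0659, 205 to 1060.1 CPM). *Fxyd5* has 2.33 (adjusted p = 0.0313, 116 to 603 CPM). *C4b* has 2.87 (adjusted p = 0.0724, 161 to 1358 CPM). *Lbp* has 1.81 (adjusted p = 0.116, 716 to 2601 CPM). *Ccl8* has 2.95 (adjusted p = 0.0623, 67.6 to 399.8 CPM). *Il33* has 0.94 (adjusted p = 0.446, 245 to 420.4 CPM). *Il1rl1* has 3.65 (adjusted p = 0.0277, 9.65 to 224 CPM). *Saa3* has 10.46 (adjusted p = 0.0033, 1.12 to 1564 CPM). All 8 are higher in *Arom hum*, in 2 of 3 *Arom hum* mice above every WT mouse for *Serpina3n*, *Lbp* and *Il33* and in 3 of 3 for the others. Of these 3 pass an adjusted p of 0.05. A fold change against 1.12 CPM, as for *Saa3*, depends on the prior count. Reads of the *Saa* and *Serpina3* families are hard to assign to single members.

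Of 8695 genes, 259 pass (123 higher and 136 lower, 1589 unadjusted), with 100 by DESeq2, 253 by RLE size factors and 801 without the filter. Other settings with such cells in every mouse are the limits without the upper one on genes, where 544 of 8249 genes pass (4 cells in WT replicate 2), and other resolutions within the limits. At resolution 0.4 it is 460 of 5768 (4 cells) and at resolution 1.2 it is 1 of 2994 (9 cells, and 8 in WT replicate 3). Leaving out *Arom hum* replicate 1 or 2 gives 1 or 2, leaving out *Arom hum* replicate 3 gives 1540, and leaving out WT replicate 1 gives 1. The mice do not overlap in 18.5% of genes, against 10% by chance.

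**Figure D6:**
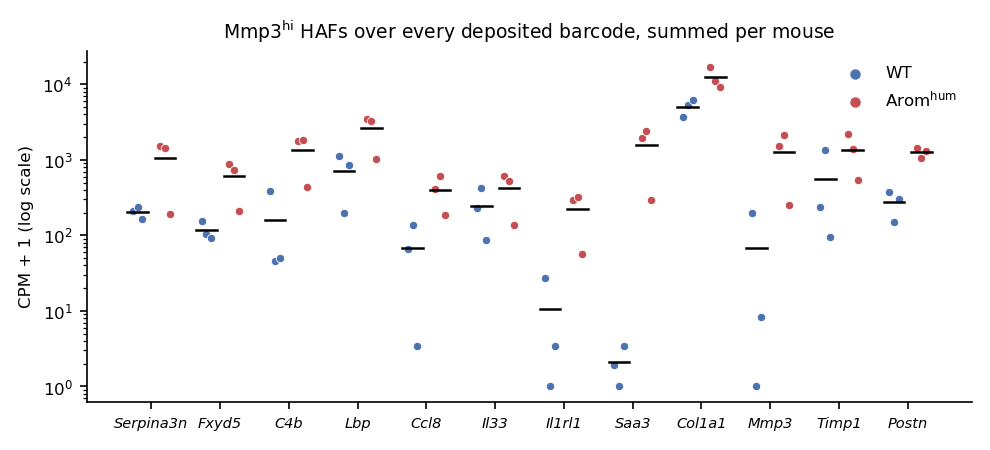
Level of 12 genes in *Mmp3* hi HAFs over every deposited barcode, as CPM + 1 on a log scale, for WT and *Arom hum*; points are mice and bars are means. *Postn* rises from 273 to 1254 CPM.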

*Mmp3*^hi^ HAFs derived from *Arom^hum^* LAM displayed an upregulation of inflammatory response genes including *Serpina3n*, *Fxyd5*, *C4b*, *Lbp*, *Ccl8*, *Il33*, *Il1rl1*, and *Saa3* (Figure 5, D and F). *Arom^hum^* *Mmp3*^hi^ HAFs also had higher expression of collagens (*Col1a1*, *Col1a2*, *Col3a1*) and other profibrotic genes (*Mmp3*, *Timp1*, *Cthrc1*, *Postn*, and *Igfbp5*) compared with WT *Mmp3*^hi^ HAFs (Figure 5D).

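The same comparison of *Mmp3* hi HAFs over every deposited barcode gives the following log2 fold changes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col1a1* has 1.28 (adjusted p = 0.0782, 5077 to 12314 CPM). *Col1a2* has 1.08 (adjusted p = 0.107, 7496 to 15847 CPM). *Col3a1* has 1.40 (adjusted p = 0.0904, 5928 to 15641 CPM). *Mmp3* has 3.81 (adjusted p = 0.0698, 68.0 to 1286 CPM). *Timp1* has 1.44 (adjusted p = 0.384, 563 to 1367 CPM). *Cthrc1* has 4.15 (adjusted p = 0.0133, 29.0 to 451 CPM). *Postn* has 2.12 (SE 0.34, adjusted p = 0.0128). *Igfbp5* has 1.40 (adjusted p = 0.3, 208 to 445 CPM). All 8 are higher in *Arom hum*, in 2 of 3 *Arom hum* mice above every WT mouse for *Timp1* and *Igfbp5* and in 3 of 3 for the others. Of these *Cthrc1* and *Postn* pass an adjusted p of 0.05. Of the 16 genes the paper names for this cluster, 5 pass among all genes tested and 13 when adjusted over the list alone. Without the upper limit on genes 13 of 16 pass, at resolution 0.4 within the limits 13 of 15 tested and at resolution 1.2 0 of 15, and all tested are higher in *Arom hum* in each. The study chose the list on these mice, so it is not independent evidence. With 1 mouse left out *Mmp3* lies between 3.29 and 7.69 and *Cthrc1* between 3.47 and 4.59.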

### Biological validation of HAF clusters in WT and Arom^hum^ LAM tissues.

To validate the scRNA-Seq results, we first isolated all fibroblasts from WT and *Arom^hum^* LAM via differential plating technique (44). Immunocytochemistry staining showed that PDGFRα and ERα were present in these isolated fibroblasts (Figure 6A). Remarkably, all of these fibroblasts expressed both proteins, indicating only the activated *Esr1*^hi^ fibroblast populations were captured via this technique. To further validate and quantify *Esr1*^hi^ clusters in vivo, we performed flow cytometry in freshly isolated LAM cells, staining with antibodies against PDGFRα and/or ERα. We first observed substantially higher numbers of PDGFRα^+^ in *Arom^hum^* LAM compared with WT LAM (Figure 6B). We also compared these results to QMs from WT and *Arom^hum^* as controls. Both had fewer PDGFRα^+^ cells than LAM from the same mice. Furthermore, we found that *Arom^hum^* LAM had considerably higher proportions of the *Esr1*^hi^ cluster (PDGFRα^+^/ERα^+^) than WT LAM (48.4% vs. 25.2%, Figure 6C). Although *Arom^hum^* QMs had a similar proportion of PDGFRα^+^/ERα^+^ cells (40.7%), in the LAM tissue, the total number of PDGFRα^+^/ERα^+^ cells was greater, and their fluorescence intensity was substantially higher (Figure 6D). As expected, the percentage of ERα^+^ cells in LAM tissue was significantly higher in *Arom^hum^* than WT (*P* = 0.03, *n* = 20 mice/group, 5 technical replicates) (Figure 6E). To verify whether these *Esr1*^hi^ fibroblasts cells are the ones actively dividing in *Arom^hum^* LAM, we performed a flow cytometry analysis of DNA content in LAM fibroblasts staining with ERα. Approximately 16% of ERα^+^ cells were in S and G2 phases of cell cycle while less than 1% of ERα^–^ cells were in these phases, indicating active cell division primarily in ERα^+^ cells (Figure 6F, n = 5). In addition, cell proliferation marker PCNA was upregulated in *Arom^hum^* LAM, suggesting an overall increase in cell proliferation in these tissues (Figure 6H, n = 4, *P* = 0.04). Overall, these results indicate that *Arom^hum^* LAM fibrosis results from estrogen-induced *Esr1*^hi^ fibroblast proliferation.

To validate the *Mmp3*^hi^ cluster, we performed flow cytometry using an *Mmp3*^hi^ cell surface marker, complement protein C4b. Concurrent with the scRNA-Seq findings, we found a higher number of C4b^+^ cells in *Arom^hum^* LAM compared with WT LAM (Figure 6G). Furthermore, we performed Western blots to determine the levels of the MMP3 secreted protein in LAM tissue homogenates of WT and *Arom^hum^* mice. Two active and cleaved MMP3 proteins were expressed at significantly higher levels in *Arom^hum^* mice than WT mice (Figure 6H, n = 4, *P* = 0.049). Cluster 6 marker *Tgfbi* (BGH3) was similar between WT and *Arom^hum^* LAM tissues, as expected (Figure 6H).

## Discussion

Fibrosis represents a pathological response of tissue that affects various organs, including the liver (45), kidney (46), lung (47), heart (48), and skeletal muscle (49). There is no currently accepted treatment for pathological fibrosis, largely because the etiology is unknown. Using a potentially novel *Arom^hum^* mouse model of inducible hernia formation, we identified a population of modified and specialized fibroblasts in the LAM that we termed HAFs. We further demonstrate that, in addition to normal cells of mesenchymal origin found in WT LAM, *Arom^hum^* LAM contained 2 novel subpopulations within HAFs — one expressing genes indicative of estrogen responsiveness and the other expressing immune and inflammatory markers. As with many issues of nomenclature, we predict that HAFs are present and will be identified in other fibrosis models.

Our scRNA-Seq approach revealed what we believe is a previously undefined fibroblast-like cell heterogeneity, which clustered into 6 subpopulations based on transcriptomes. Because most cells in the fibroblast-like clusters (other than tenocytes, cluster 15) expressed the canonical FAP markers *Pdgfra* and *Ly6a* (which encodes Sca-1), it was difficult to determine which cells were FAPs versus differentiated fibroblasts, leading us to describe these cells as “fibroblast-like” (Supplemental Figure 3) (50–52). Consistent with previous scRNA-Seq studies in other muscle groups such as soleus and gastrocnemius, these fibroblast-like cells express genes such as *Cxcl5*, *Ccl7*, *Dpp4*, *Tnc*, *Wisp1*, *Cd34*, and *Dcn* (Supplemental Figure 3) (28, 29, 53). The differential gene expression of the clusters and pseudotime analysis suggested that cluster 0 are FAPs, as they seemed to be the most multipotent cluster of the fibroblast-like cell group. It is also possible that all clusters could be considered FAPs in different cell states or with varying degrees of differentiation, but our transcriptional analysis was unable to make this distinction (Supplemental Figure 2) (51).

We demonstrated that fibroblast-like cells expressed *Esr1*, which was increased in *Arom^hum^* fibroblast-like cells compared with WT, along with higher expression of ERα-associated genes. This estrogenic effect is likely due to the increased local estradiol in LAM tissue of *Arom^hum^* mice, which has high ERα expression (Figure 6E). As expected, within the fibroblast-like group as a whole, we saw an upregulation in fibrosis-related pathways (ECM remodeling/organization, cell-matrix interactions, and connective tissue degradation) in *Arom^hum^* compared with WT LAM. However, we were intrigued to find enrichment of the complement system — a prominent inflammatory response pathway — in *Arom^hum^* LAM fibroblast-like cells compared with WT (Figure 3B and Figure 6G). Estrogen has previously been linked to the complement system, where estradiol increased complement component C3 in rat uterine epithelial cells (54) and an estrogenic steroid upregulated C3 and complement factor B expression in the mouse endometrium (55). Estrogen may drive the activation of inflammatory pathways such as the complement system, which then contributes to the observed fibrosis phenotype. Inflammation and fibrosis have been widely described in the liver, kidney (56), lung (57), heart (58, 59), and skeletal muscle, and our findings suggest a potential causative mechanism, at least in the LAM. Notably, of the fibroblast-like cells, 2 clusters represent what we believe are previously uncharacterized HAF populations — *Esr1*^hi^ and *Mmp3*^hi^ — that appear to be hallmarks of estrogen-mediated hernia formation in *Arom^hum^* mice.

We previously identified estrogen as a possible causative factor in hernia formation in *Arom^hum^* mice, as it promoted proliferation of abdominal muscle-resident stromal cells specifically through activation of ERα (20). However, the factors activated by estrogen signaling that promote this proliferation are yet to be determined. The *Esr1*^hi^ HAFs (cluster 3) may represent activated FAPs due to estrogen signaling, as this cluster showed an abundance of *Pdgfra* expression as a whole, as well as an increase in the DNA content in S and G2 phases of the cell cycle in *Arom^hum^* compared with WT (Figure 5C and Figure 6, B–D) (43). By contrast, the *Mmp3*^hi^ HAF population (cluster 2) was enriched for several inflammatory and immune-related genes, indicating that this cluster has a different function than *Esr1*^hi^ HAFs. This cluster was also highly enriched for complement system–related genes compared with all fibroblast-like clusters (Figure 4A and Figure 6G) and specifically compared with *Esr1*^hi^ HAFs (Figure 7). Previous studies in arthritis have similarly pointed to a critical role of the complement system in priming the synovial fibroblasts into an activated state (60, 61). Another proinflammatory candidate, cytokine *Il33*, and its receptor *Il1rl1* are both upregulated in *Mmp3*^hi^ HAFs and are characteristic of fibrotic lung diseases, such as asthma (62). IL-33 is also a crucial regulator of inflammation in rheumatoid arthritis patients and mouse models alike, wherein it activates TNF pathways in fibroblasts (63, 64). Overall, the evidence points toward a Th2 cytokine–driven fibrosis in *Arom^hum^* LAM, modulated primarily by *Mmp3*^hi^ HAFs (35). Also of note, both HAF clusters showed enrichment for hypoxia signaling and *Hif1a* transcription factor activity (Figure 4, E and F). This is a significant finding since HIF-1α is a direct target of ERα in breast cancer cells (65), suggesting that estrogen-activated hypoxia signaling could also contribute to muscle fibrosis.

MMP3, also known as stromelysin-1, degrades several ECM components, such as collagens, laminins, and fibronectin, and has been known to exert oncogenic effects in prostate and breast cancers (66–68). We found an elevated expression of activated, cleaved MMP3 proteins in *Arom^hum^* LAM compared with WT (Figure 6H). Previous studies on fibroblasts isolated from patients with conjunctivochalasis and pterygium reveal a marked increase in MMP3 expression (69, 70). Elevated MMP3 is also associated with inflammatory arthritis, lupus, and mouse models of lung injury (71–75). Additionally, mice deficient in *Mmp3* are protected against lung injury with less influx of inflammatory cells and perivascular edema (76). MMPs are also distinctly upregulated in incisional hernias. Analysis of fascia from incisional hernia patients showed substantial elevations of MMP3 and MMP9, deregulation of ECM-altering enzymes, and alteration of collagen I/III ratios (77–79). Besides differences in circulating MMPs, tissue explants from inguinal hernia patients have been shown to produce higher MMP2, MMP9, TIMP1, and TIMP2 (80). Overall, our results of *Mmp3*^hi^ fibroblasts are comparable to previous research in incisional and inguinal hernia patients and inflammatory and autoimmune disease models.

Estrogen-mediated effects on skeletal muscle–resident FAPs and fibroblasts have not previously been studied to our knowledge. However, estrogen has previously been shown to promote proliferation and/or activation of tissue-specific fibroblasts, such as within uterine fibroids (81), gingival fibroblasts of periodontal connective tissue (82), dermal fibroblasts (83), periductal fibroblasts of the prostrate in neonatal rats (84), and rat cardiac fibroblasts (85). Estrogen effects on fibroblasts are especially evident in systemic sclerosis, where it has been demonstrated to increase fibroblast expression of fibronectin, collagen type I, and laminin (86, 87). Based on the results of our transgenic model, we propose that estrogen causes fibrosis through the proliferation of estrogen-responsive fibroblasts, upregulation of inflammatory pathways, and the resulting induction of tissue remodeling/profibrotic transcripts (Figure 6F and Figure 7). We further characterized the potential lineage relationships between these clusters through pseudotime analysis. This result provided a possible lineage of *Esr1*^hi^ HAFs differentiating into *Mmp3*^hi^ HAFs via a multipotent transitional FAP state (cluster 0) (Figure 4D).

Moreover, analyses such as pseudotime are only predictions based on gene expression of the 6 fibroblast-like clusters. Inferences made from such analyses must be confirmed through in vivo studies. To fully characterize the *Esr1*^hi^ HAFs, in vitro studies examining the effects of estrogen treatment on genome-wide gene transcription and extracellular matrix modifying proteins are necessary. Additionally, it would be interesting to study *Arom^hum^* LAM gene expression at earlier time points and after aromatase inhibitor or E2-ERα antagonist treatment to understand the mechanistic basis behind the early stages of fibrosis and atrophy. Additionally, the role of androgens or their deprivation in LAM HAFs from *Arom^hum^* mice is another important area of future research.

While this study focused on the heterogeneity and aromatase-driven shift in transcriptional programs of fibroblast-like cells within *Arom^hum^* LAM, this is only one of several cell types involved in the onset of hernias in this mouse model. Our previous work described severe myocyte atrophy as another hallmark of *Arom^hum^* mice (20). Due to the known anabolic actions of androgens, which stimulate muscle protein synthesis and build muscle mass through activation of androgen receptor (88), it is plausible that the aromatase-mediated decrease in circulating testosterone contributes to the observed atrophy phenotype in *Arom^hum^* mice. To adequately address whether changes in androgen and estrogen levels influence *Arom^hum^* myocyte atrophy, myofiber-related cells of all stages of myogenesis would need to be analyzed. Single-nucleus RNA sequencing (snRNA-Seq) has recently been employed to analyze the transcriptomes of mononuclear and multinucleated cells such as myofibers (89–92). Future work should apply snRNA-Seq to understand differences in transcriptional programs in WT and *Arom^hum^* mice for LAM MuSCs, myoblasts, and mature myonuclei and the effects of androgens and estrogens on these cells that lead to hernia formation.

In summary, we have identified potentially novel subpopulations of fibroblasts that participate in the fibrosis response and may contribute to formation of inguinal hernias. Specifically, we have identified 2 unique populations of HAFs, the *Esr1*^hi^ HAFs that appear to represent activated FAPs due to estrogen signaling and the *Mmp3*^hi^ HAF population that is enriched for several inflammatory and immune-related genes. This work demonstrates that the previously observed *Arom^hum^* stromal cell expansion and fibrosis phenotype is multifactorial and occurs through both the proliferation of existing fibroblasts and differentiation into pathogenic subtypes. This study paves the way to identify specific genes, proteins, and cell subtypes as therapeutic targets to treat fibrosis in a number of organ systems.

## Methods

### Mice.

Further information can be found in Supplemental Methods. All mice used for this study were 9- to 10-week-old male mice on an FVB/N background (Baylor College of Medicine Genetically Engineered Mouse Core, Houston, Texas, USA). The *Arom^hum^* mouse model was generated by our laboratory and has been previously described (20, 21). *Arom^hum^* transgenic mice express the human aromatase gene, including the promoter region, coding region, and 3′-polyadenylation site driven by its native tissue-specific promoters, resulting in a humanized tissue expression pattern of aromatase. Mice were maintained on a 14-hour light/10-hour dark cycle under the care of the Center for Comparative Medicine at Northwestern University. Standard chow (7912; Harland Tekland) and water were provided to mice ad libitum. Only male mice were used for the study as *Arom^hum^* female mice do not develop inguinal hernias. Male mice used for experiments were randomized and investigators were blinded to genotype group when measuring scrotum sizes. Mice with a scrotal area more than 145 mm^2^ were considered to have a hernia. All WT mice had scrotal area less than 140 mm^2^.

### Single-cell suspension.

LAM tissues from 3 WT mice and 3 *Arom^hum^* mice were harvested and processed on 3 separate dates, with tissue from 1 WT mouse and 1 *Arom^hum^* littermate mouse processed on each date. A previously published protocol for the isolation of mononucleated cells from limb skeletal muscle tissue (93) was modified. Each tissue was placed in cold wash media (Hyclone Ham’s F10 nutrient mixture with 1 mM l-glutamate [GE Life Sciences], 10% horse serum [Life Technologies], and penicillin-streptomycin [Omega Scientific]) until completion of tissue harvesting, then manually minced for about 5 minutes into a slurry. The tissue slurry was incubated in muscle dissociation buffer (wash media + 1000 U/mL collagenase II [Worthington Biochemical]) at 37°C with 70 rpm agitation for 1 hour. The cells were then washed with wash media and centrifuged at 500*g* for 5 minutes at 4°C. The supernatant was discarded with 4 mL of wash media remaining, and 500 μL of stock collagenase II (stock at 1000 U/mL) and 500 μL of stock Dispase II solution (stock at 11 U/mL) were added and incubated at 37°C with 70 rpm agitation for an additional 30 minutes. Cells were then passed through a 20-gauge syringe to further dissociate single cells, washed with wash media, and passed through a 40 μm filter to eliminate multinucleated cells. The cell suspension was then centrifuged at 500*g* for 5 minutes at 4°C, the supernatant was discarded, and red blood cell lysis buffer (BioLegend) was added per the manufacturer’s instructions. Cells were then counted with a hemocytometer and resuspended with an appropriate volume of 1× PBS with 1% BSA to achieve 1000–1500 cells/μL. The cells were finally passed through a 40 μm FLOWMI TIP cell strainer 2 times to remove any remaining cell debris and large clumps. The final cell suspension was kept on ice in DNA LoBind Tubes (Eppendorf) and submitted for scRNA-Seq.

### Single-cell RNA sequencing.

Samples for scRNA-Seq were examined first for cell viability, density, singularity, and prep quality, ensuring no clumps and cell debris. Samples passing the quality control process were loaded onto 10x Genomics Chromium to partition and encapsulate single cells into nanoliter-sized GEMs (Gel beads-in-EMulsion). A total of 6 samples were analyzed, with each targeting 10,000 cells. Single-cell suspension from LAM tissues with approximately 95% of cell viability was used as input material with an optimal cell concentration of 700–1200 cells/μL. In the Chromium, each encapsulated cell was lysed within its GEM. The total RNA released was reverse-transcribed to cDNA with primers attached to the gel bead, each of which carried a unique 10x Genomics barcode for downstream cell separation. Subsequently, the GEMs were broken, and all uniquely barcoded cDNAs were pooled and then amplified by PCR to generate enough material for Illumina sequencing. This library construction process for sequencing was carried out using the 10x Genomics Single-Cell 3′ Reagent Kit Protocol. Sequencing of the 10x Genomics libraries was performed on the Illumina HiSeq 4000, at a depth of approximately 30,000 reads per cell in the Northwestern University NUSeq Core.

### Data processing.

Transcripts were aligned to the mouse reference genome (mm10-3.0.0) with the human aromatase gene *CYP19A1* using Cell Ranger v3.0.2. The estimated number of cells per sample was 10,770 ± 853 on average, with 27,351 ± 2444 mean reads per cell. Of these reads, 92.1% were mapped to the reference genome on average. The median number of genes detected per cell was 2007 ± 123 in each sample.

### Single-cell RNA sequencing data analysis.

scRNA-Seq data analysis was conducted as previously described (94, 95). Quality control metrics were used as mentioned previously (94, 95). In brief, prior to analyzing the gene expression data, cells were filtered out by the feature count and gene number thresholds for quality control. Cells with <200 unique feature counts, >2500 feature counts, <1000 unique molecular identifiers, or >5% mitochondrial counts were removed from the analysis. Outliers were identified via median absolute deviation (MAD) and removed if they were more than 3 MADs from the median. Seurat v3 was used in R 4.0.0 for the data analysis. Data were first log normalized and scaled using *NormalizeData()* and *ScaleData()* functions (94, 96). Log normalization was performed with a scaling factor of 10,000 using the *NormalizeData()* function. All other Seurat functions were set to default parameters unless mentioned. Dimensionality reduction was performed using principal components analysis and UMAP. Dimensions for these analyses were estimated using Jackstraw and Elbow plots. Louvain algorithm was used to find clusters in Seurat. The function *FindAllMarkers()* was used to identify cluster markers (97). Cell types that displayed notable differences in gene expression (e.g., fibroblast-like cells) between WT and *Arom^hum^* mice were assigned to subsets and reclustered for further analysis. Differentially expressed genes were identified using *FindMarkers()* between 2 idents (e.g., WT vs. *Arom^hum^*) using Wilcoxon’s rank-sum test (96, 97). Pathway enrichment analysis was performed on differentially expressed genes using MetaCore (Clarivate Analytics). Pathway inference analysis on fibroblast clusters was performed using the PROGENy v1.12.0 R package (42, 98, 99). Pseudotime inference analysis of the fibroblast clusters was performed using Slingshot v1.8.0 Bioconductor R package, setting cluster 3 as the original cluster (40). To infer transcription factor activity, Virtual Inference of Protein-Activity by Enriched Regulon analysis (v1.24.0) along with mouse regulons from DoRothEA v1.2.0 were used (41, 98–100). Unless specified, arguments were set to default values.

### Fibroblast isolations and immunocytochemistry.

LAM tissues from 5 WT mice and 5 *Arom^hum^* mice were harvested and placed in cold wash media (Hyclone Ham’s F10 nutrient mixture with 1 mM l-glutamate [GE Life Sciences], 10% horse serum [Life Technologies], and penicillin-streptomycin [Gibco]) until completion of tissue harvesting, then manually minced for about 5 minutes into a slurry. The tissue slurry was incubated in muscle dissociation buffer (wash media + 1000 U/mL collagenase II [Worthington Biochemical]) at 37°C with 70 rpm agitation for 1 hour. The cells were then washed with wash media and centrifuged at 500*g* for 5 minutes at 4°C. The cells were resuspended in fibroblast growth media (Ham’s F12 media with 10% FBS [Gibco] and penicillin-streptomycin [Gibco]) and were added to gelatin-coated tissue culture plates. Cells were allowed to adhere for 3 hours and supernatant was discarded. The cells (passage 0) were allowed to grow until near confluence and passaged into 12-well plates with coverslips at a seeding density of about 75,000 cells/well. Cells were grown in phenol-red-free Ham’s F12 media supplemented with 10% charcoal-stripped FBS [Gibco] and penicillin-streptomycin [Gibco]. For immunocytochemistry staining, plates were first washed with PBS and fixed in 4% paraformaldehyde for 10 minutes at room temperature. Cells were then washed again with PBS and incubated with permeabilization buffer (0.5% Triton-X in PBS) for 5 minutes at room temperature. Coverslips were blocked with 5% BSA for 1–2 hours at room temperature. Primary antibodies (PDGFRα [R&D Systems AF1062] and ERα [MilliporeSigma 06-935]) in 1% BSA were added to cells and incubated overnight at 4°C. After 2 washes with PBS, coverslips were incubated with respective secondary antibodies (Invitrogen A-31573 for anti-PDGFRα and A32814 for anti-ERα) in PBS for 1 hour at room temperature in the dark. Coverslips were washed 3 times with PBS and incubated in 0.5 μg/mL of DAPI for 5 minutes in the dark and washed 3 times after with distilled water. Coverslips were mounted onto slides with antifade mountant (Invitrogen S36937). Images were obtained using Nikon Ti2 Widefield microscope.

### Flow cytometry.

Single-cell suspensions of lower abdominal and quadriceps muscles were obtained as described above. Cell suspensions passed through a 70 μm cell strainer were used for the flow cytometry staining. Cells were first stained with live/dead fixative stains (Invitrogen L34961, L34974) for 30 minutes on ice in the dark. After 1 round of washing, cells were stained with PDGFRα antibody (Invitrogen 11-1401-82) for 30 minutes on ice in the dark. Next, cells were washed and incubated with fixation and permeabilization buffers (Invitrogen 00-5523-00) according to the manufacturer’s instructions. ERα or C4b primary antibody (MilliporeSigma 06-935, Cedarlane Labs CL7504B) was added, and cells were incubated for 30 minutes on ice in the dark. Secondary antibodies (BioLegend 406410, Invitrogen 12-4739-81 and 62-4137-82) were added for 30 minutes on ice before performing the flow cytometry to validate HAF clusters. For the cell cycle analysis, 1 μL of FxCycle Violet stain (Invitrogen, F10347) was added prior to running flow cytometry. Unstained, single-color controls (SCCs) and fluorescence minus one (FMO) controls were run for each replication. Cells were run on the BD LSRFortessa SORP 6-laser Cell Analyzer or the BD FACSAria SORP Cell Sorter 6-laser. Analysis was performed using FlowJo software. Briefly, single cells were separated out using forward and side scatterplots. Gating for other parameters was set based on SCCs and FMO controls.

### Data availability.

All data generated or analyzed during this study are included in this published article, in the data repositories listed in the references, or in the National Center for Biotechnology Information Gene Expression Omnibus repository (GSE174594).

### Statistics.

Initial analysis of scRNA-Seq data was performed as described above. For other comparisons, the data were first checked for normality using Shapiro-Wilk test and Q-Q plots. For data that did not satisfy the conditions, nonparametric tests were performed. For comparing cell type numbers, a χ^2^ test of proportions was used (101). Post hoc multiple pairwise comparisons were performed via Wilcoxon’s signed-rank test and corrected for multiple comparisons using the Dunn-Bonferroni method (102). For Western blot densitometry comparisons, 2-tailed *t* tests were performed. A *P* value less than 0.05 was considered significant.

### Study approval.

Animal experimental protocols were approved by the Institutional Animal Care and Use Committee at Northwestern University.

## Author contributions

TP, MJT, and HZ performed the experiments. TP performed the computations and analysis of the data. TP and MJT prepared the manuscript with input from all authors. RLL and JJS contributed to the final versions of the manuscript and helped analyze the experiments. SEB and HZ conceived the original idea and supervised the project.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
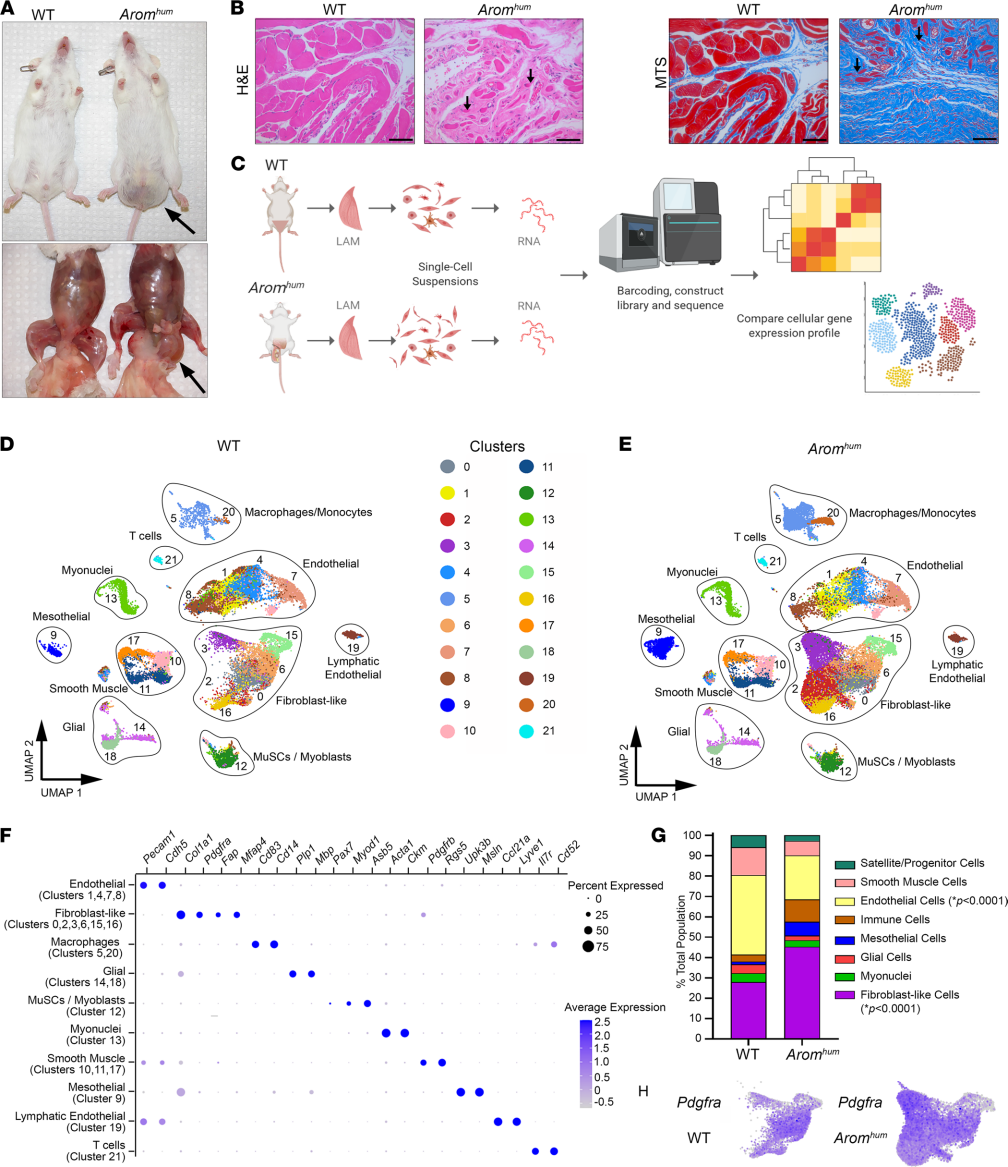
Identification of scRNA-Seq cell clusters through gene marker expression analysis in WT and *Arom^hum^* mice. (**A**) Representative images of male WT and *Arom^hum^* mice prior to (top) and after dissection (bottom). Arrows indicate bulging from scrotal hernias (*n* = 5). (**B**) Lower abdominal muscle (LAM) tissue sections from WT and *Arom^hum^* mice stained with hematoxylin and eosin (H&E, left) depicting marked reduction in myofiber size in *Arom^hum^* mice and Masson’s trichrome staining (MTS, right) indicating increased fibrotic deposition in LAM tissues of *Arom^hum^* mice. Arrows point to atrophied muscle fibers. Scale bar: 100 μm (*n* = 5). (**C**) Experimental design. LAM was harvested from 9- to 10-week-old male mice (*n* = 3 per group). Single-cell suspension was achieved through enzymatic digestion, and scRNA-Seq was performed using 10x Genomics Chromium. (**D**) UMAP plot of WT cells alone and (**E**) *Arom^hum^* cells alone. When both groups were analyzed together, 22 cell clusters were found, and cells were grouped into 10 cell groupings based on canonical marker expression. (**F**) Dot plot representing the expression of known marker genes of individual cell types. Size of dots corresponds to frequency of expression within a cell group. Color of dots corresponds to average expression level within the cell group. (**G**) Compositional makeup of the total cell population from WT and *Arom^hum^* mice, represented as a percentage of total cells. Groups from **D** and **E** were used, with macrophages/monocytes and T cells combined as “immune cells,” and the lymphatic endothelial cells combined with the other endothelial cell clusters. Data were compared using 2-way ANOVA and corrected for multiple comparisons. *P < 0.05. (**H**) UMAP feature plots showing expression of fibro-adipogenic progenitor (FAP) marker *Pdgfra* in a majority of fibroblast-like cells from LAM of WT and *Arom^hum^* mice (*n* = 3). MuSCs, muscle satellite cell/stem cells; UMAP, uniform manifold approximation and projection.

**Figure 2:**
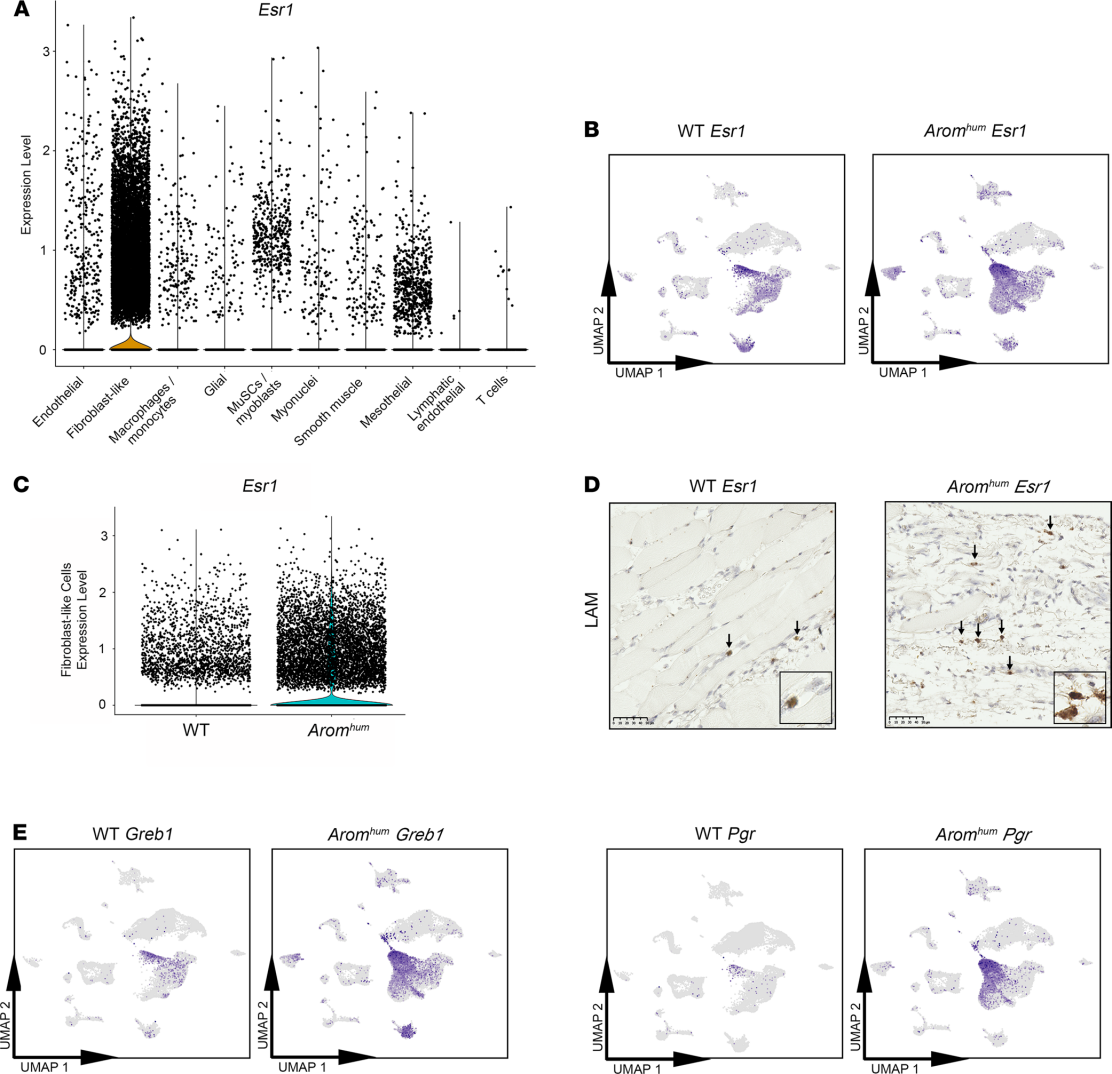
Expression of *Esr1* is predominantly in fibroblast-like cells of LAM tissue. (**A**) Violin plot of *Esr1* expression in 10 cell groupings from original UMAP of WT and *Arom^hum^* cells (Figure 1, D and E). Dots correspond to individual cells. (**B**) Feature plots representing *Esr1* expression in cells from WT mice and *Arom^hum^* mice on individual UMAP plots. Color intensity corresponds to relative expression. (**C**) Violin plot of *Esr1* expression in fibroblast-like cells of WT and *Arom^hum^* mice. (**D**) In situ hybridization (RNAscope) showing the expression of *Esr1* in the stromal region of WT and *Arom^hum^* LAM tissues (*n* = 5). Positive *Esr1* mRNA expression is demonstrated by brown, punctate staining as indicated by the black arrows. Scale bar: 50 μm. Insets: original magnification, 20×. (**E**) *Greb1* and *Pgr* (estrogen-responsive genes) feature plots for cells from WT mice and *Arom^hum^* mice on individual UMAPs. Color intensity corresponds to relative expression.

**Figure 3:**
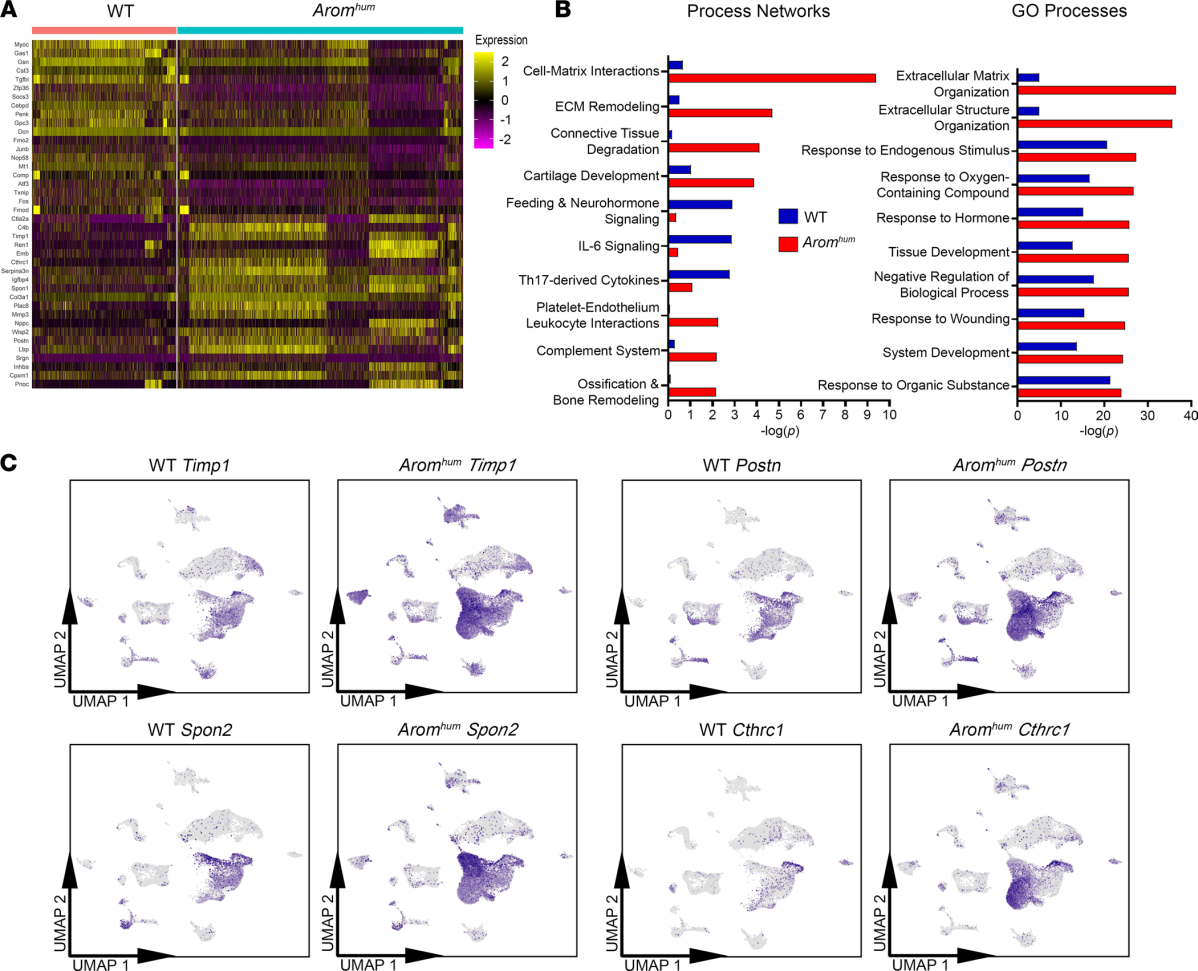
Transcriptional differences in fibroblast-like cells of LAM tissue between WT and *Arom^hum^* mice. (**A**) Heatmap of WT versus *Arom^hum^* mice for the fibroblast-like group of cells. The top 20 upregulated and top 20 downregulated genes for *Arom^hum^* mice are shown. (**B**) MetaCore analysis for process networks and Gene Ontology processes enriched in both WT and *Arom^hum^* fibroblast-like cells represented by –log(*P* value). (**C**) Feature plots of profibrotic genes *Timp1*, *Spon2*, *Postn*, and *Cthrc1* shown on individual UMAP plots for WT and *Arom^hum^* mice. Color intensity corresponds to relative expression.

**Figure 4:**
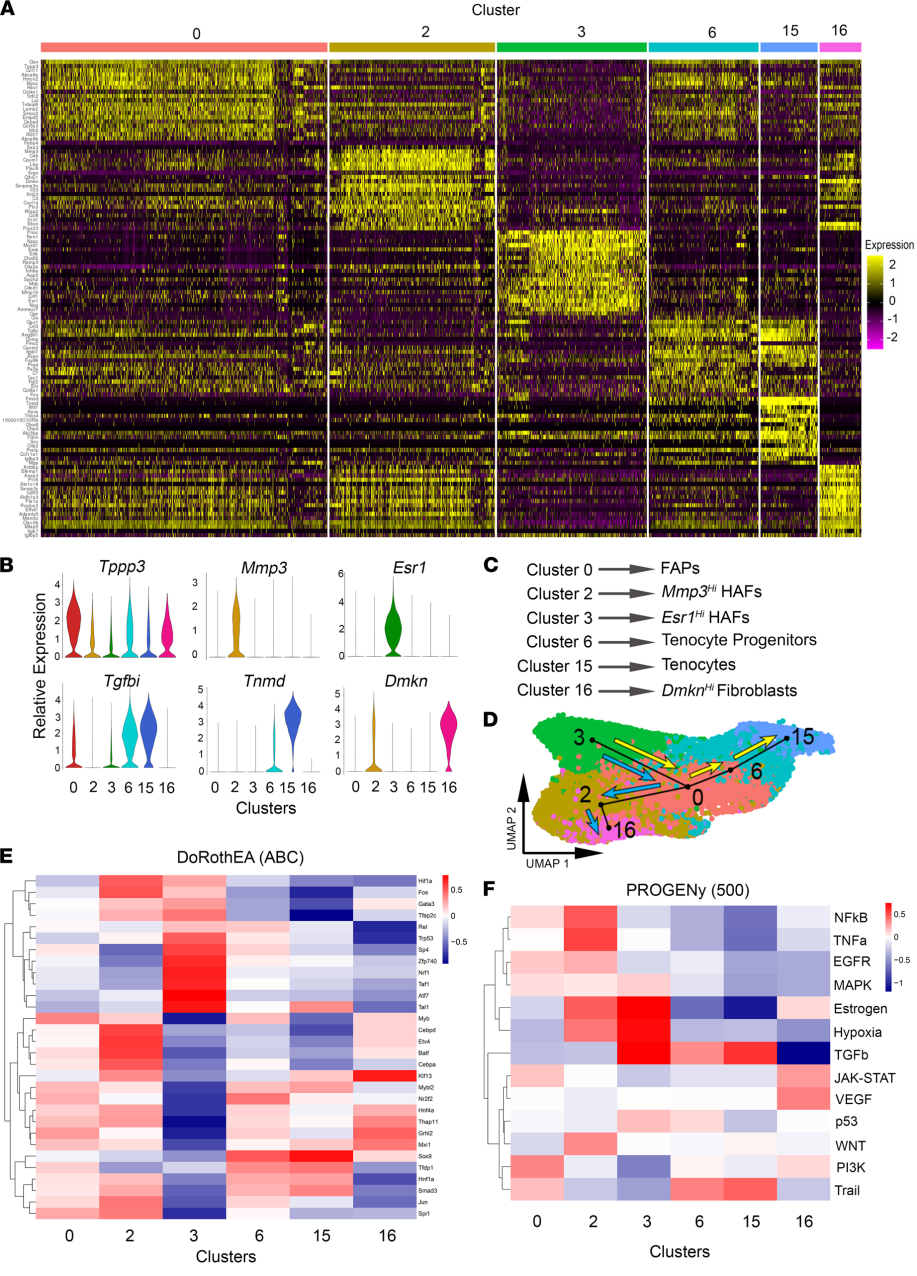
Six distinct clusters of fibroblast-like cells reside in LAM tissue of WT and *Arom^hum^* mice. (**A**) Heatmap of the top 20 differentially expressed genes in each of the 6 fibroblast-like cell clusters. (**B**) Violin plots of selected marker genes for the 6 clusters of fibroblast-like cells, showing relative gene expression in each cluster. (**C**) Summary of cell cluster identities based on differential gene expression. (**D**) Pseudotime analysis using the Slingshot package. UMAP of the only fibroblast-like cell group (from Figure 1, D and E) is shown. Start was forced at cluster 3 (*Esr1*^hi^ HAFs), and 2 potential lineages were found. One is denoted with blue arrows, the other with yellow arrows. (**E**) DoRothEA analysis on transcription factor activity within each of the 6 fibroblast-like cell clusters. (**F**) PROGENy analysis on pathway activity within each of the 6 fibroblast-like cell clusters.

**Figure 5:**
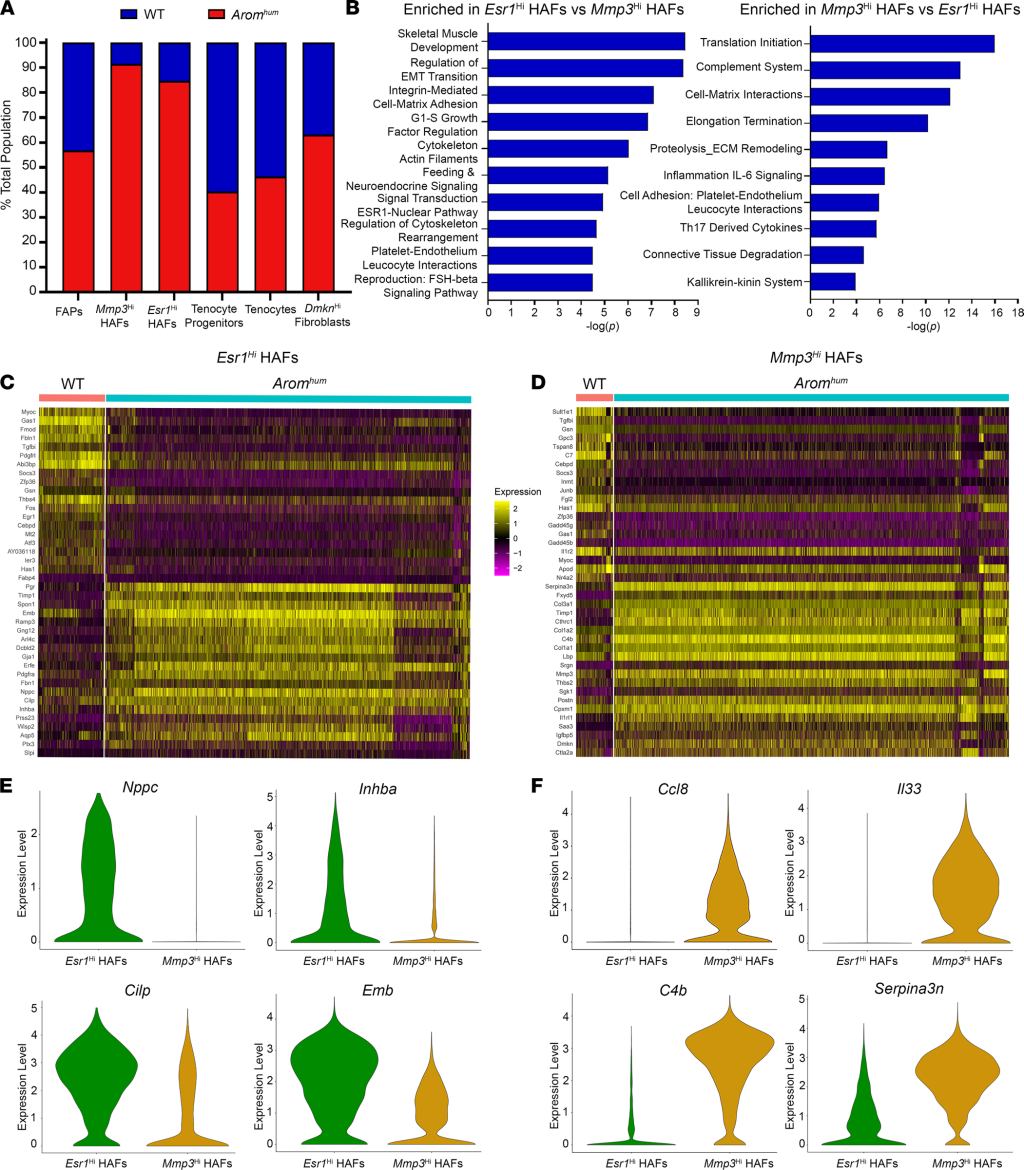
Two transcriptionally distinct clusters constitute HAFs. (**A**) Percentage contribution of WT (blue) and *Arom^hum^* (red) to the total cell count in each of the fibroblast-like cell clusters. (**B**) Top 10 process networks enriched in *Esr1*^hi^ HAFs compared with *Mmp3*^hi^ HAFs (left) and enriched in *Mmp3*^hi^ HAFs compared with *Esr1*^hi^ HAFs (right). (**C** and **D**) Heatmap of WT versus *Arom^hum^* for cluster 3 (*Esr1*^hi^ HAFs) and cluster 2 (*Mmp3*^hi^ HAFs). The top 20 upregulated and top 20 downregulated genes for *Arom^hum^* mice are shown in both. (**E**) Violin plots of selected genes highly expressed in the *Esr1*^hi^ cluster compared with the *Mmp3*^hi^ cluster. (**F**) Violin plots of selected genes highly expressed in the *Mmp3*^hi^ cluster compared with the *Esr1*^hi^ cluster.

**Figure 6:**
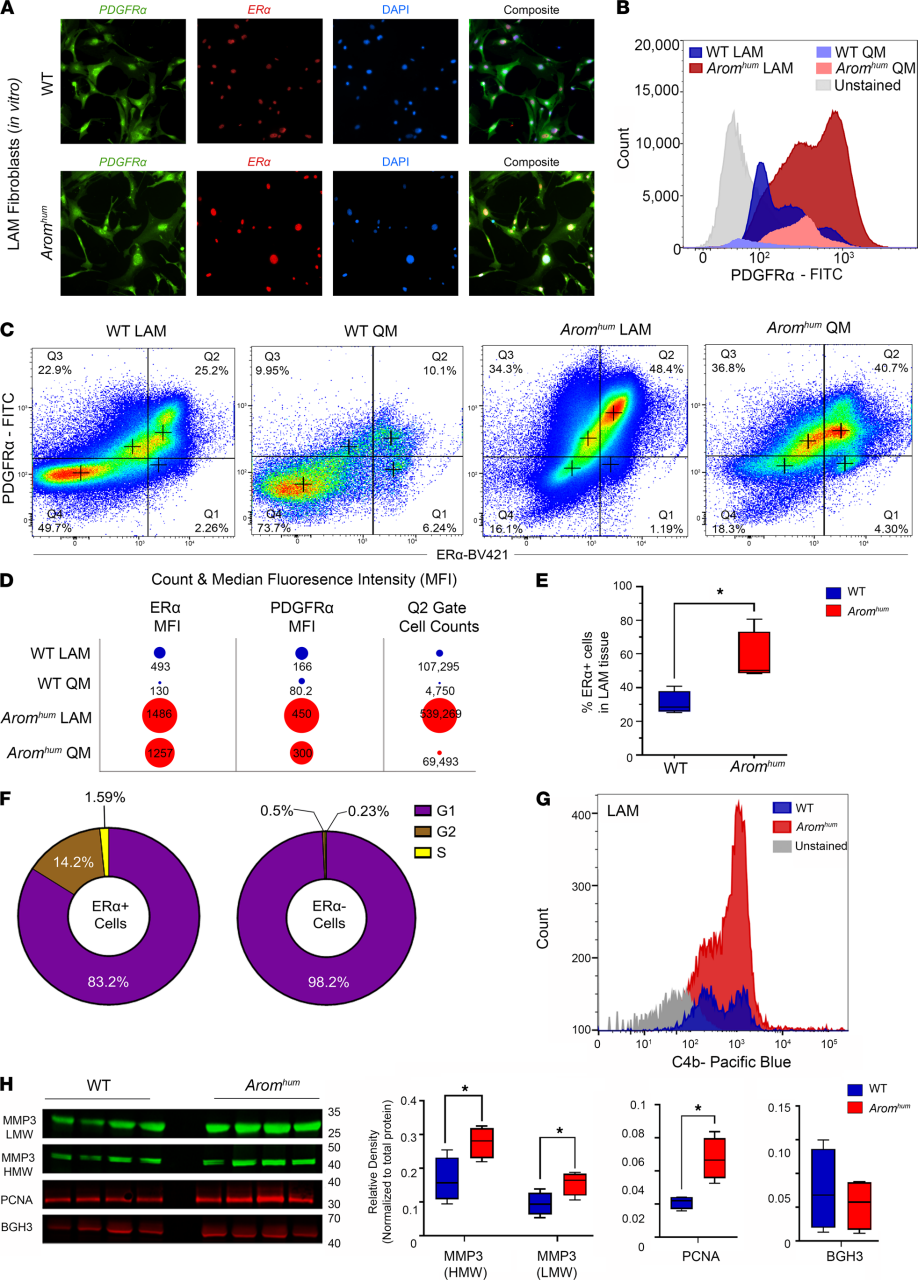
Validation of hernia-associated fibroblasts in WT and *Arom^hum^* LAM tissues. (**A**) Immunocytochemistry analysis of fibroblasts from LAM tissues of WT and *Arom^hum^* mice that were isolated via differential plating. PDGFRα and ERα expression were observed in both WT and *Arom^hum^* LAM fibroblasts (*n* = 10 mice/group in 4 technical replicates). (**B**) Flow cytometry histogram profiles of freshly isolated PDGFRα^+^ cells from LAM of WT and *Arom^hum^* mice. Quadriceps muscle (QM) was used as a control (*n* = 3). (**C**) Representative flow cytometry dot plots of ERα^+^ and PDGFRα^+^ cell populations (*n* = 3). (**D**) Dot plots representing the proportions of median fluorescence intensity (MFI) of ERα and PDGFRα and the number of cells in the Q2 gate of **C**. Numbers indicate MFI of ERα and PDGFRα and the cell counts for the plots in **C**. Both QM and LAM muscles were isolated uniformly from both WT and *Arom^hum^* mice (*n* = 3). (**E**) The total number of ERα^+^ cells from LAM tissues was quantified via flow cytometry in *Arom^hum^* versus WT mice (*n* = 20 mice/group, 5 technical replicates). (**F**) Cell cycle stages from freshly isolated LAM cells of *Arom^hum^* mice were analyzed via flow cytometry. DNA content of ERα^+^ and ERα^–^ cells was stained by FxCycle dye, and area histograms were used to quantify G1, S, and G2 phases (*n* = 5 mice/group). (**G**) Flow cytometry histogram profiles of complement protein C4b^+^ cells, indicating *Mmp3*^hi^ cluster, from LAM tissues of WT and *Arom^hum^* mice (*n* = 3). (**H**) Fluorescence Western blots of whole LAM tissue homogenates from WT and *Arom^hum^*. Two MMP3 bands were detected at ~45 kDa and ~27 kDa, PCNA protein was detected at ~30 kDa, and *Tgfbi* protein BGH3 was recognized at ~65 kDa. Quantification was performed by normalizing to total protein detected by Ponceau S staining (*n* = 4 mice/group). Box plots represent median with minimum and maximum values as whiskers and groups were compared using 2-sided *t* tests. *P < 0.05.

**Figure 7:**
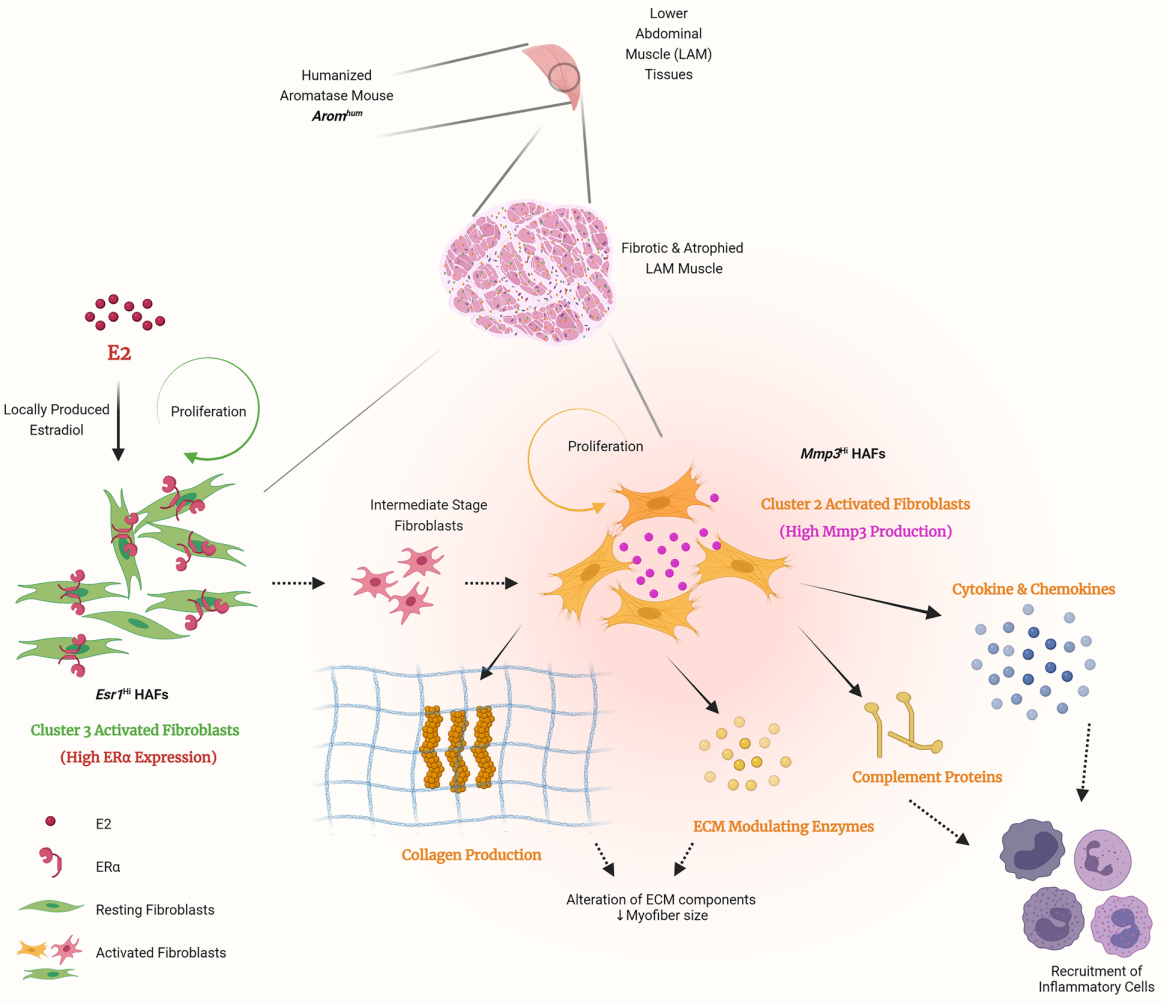
Schematic illustration of the proposed mechanisms of local estrogen-driven LAM fibrosis and inguinal hernia formation. Scrotal hernias in *Arom^hum^* mice are caused by weak lower abdominal muscle (LAM) tissues. Locally produced estradiol (E2) by aromatase in LAM activates *Esr1*^hi^ HAFs (green) to proliferate and presumably differentiate into *Mmp3*^hi^ HAFs (yellow) via an intermediate stage (red). *Mmp3*^hi^ HAFs synthesize elevated levels of collagens and ECM-modulating enzymes. These cells further produce complement proteins, cytokines, and chemokines that recruit immune cells, fostering a profibrotic, proinflammatory environment.

# Supplementary material for: An estrogen-sensitive fibroblast population drives abdominal muscle fibrosis in an inguinal hernia mouse model
**Source:** JCI Insight. 2022 Apr 19;7(9):e152011. doi: 10.1172/jci.insight.152011
**Supplement:** Supplemental data

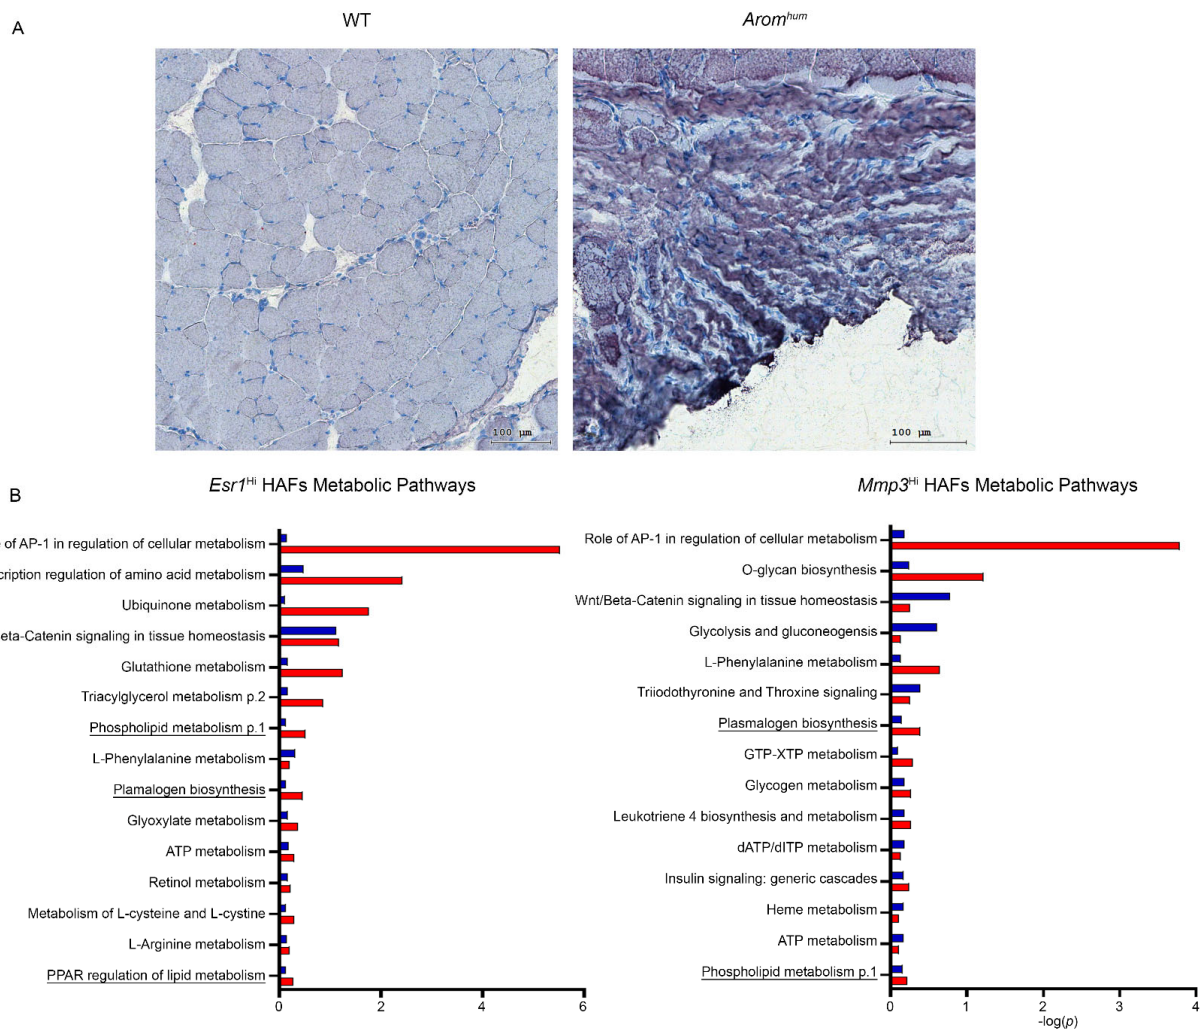

**Supplemental Figure 1:** (A) Oil Red O staining of WT and *Arom<sup>hum</sup>* LAM. No apparent lipid droplet accumulation was observed in either tissues. (B) Enriched metabolic pathways in *Esr1<sup>Hi</sup>* and *Mmp3<sup>Hi</sup>* clusters with lipid metabolism are underlined. No significant differences were observed between WT and *Arom<sup>hum</sup>* cells.

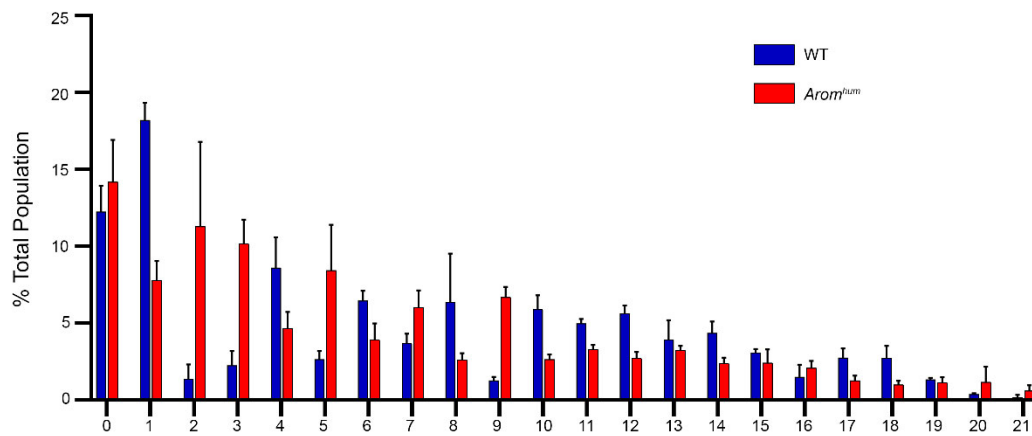

6

7 **Supplemental Figure 2.** WT vs. *Arom<sup>hum</sup>* cell percentages in each of the 22 cell clusters from

8 Figure 1, D and E.

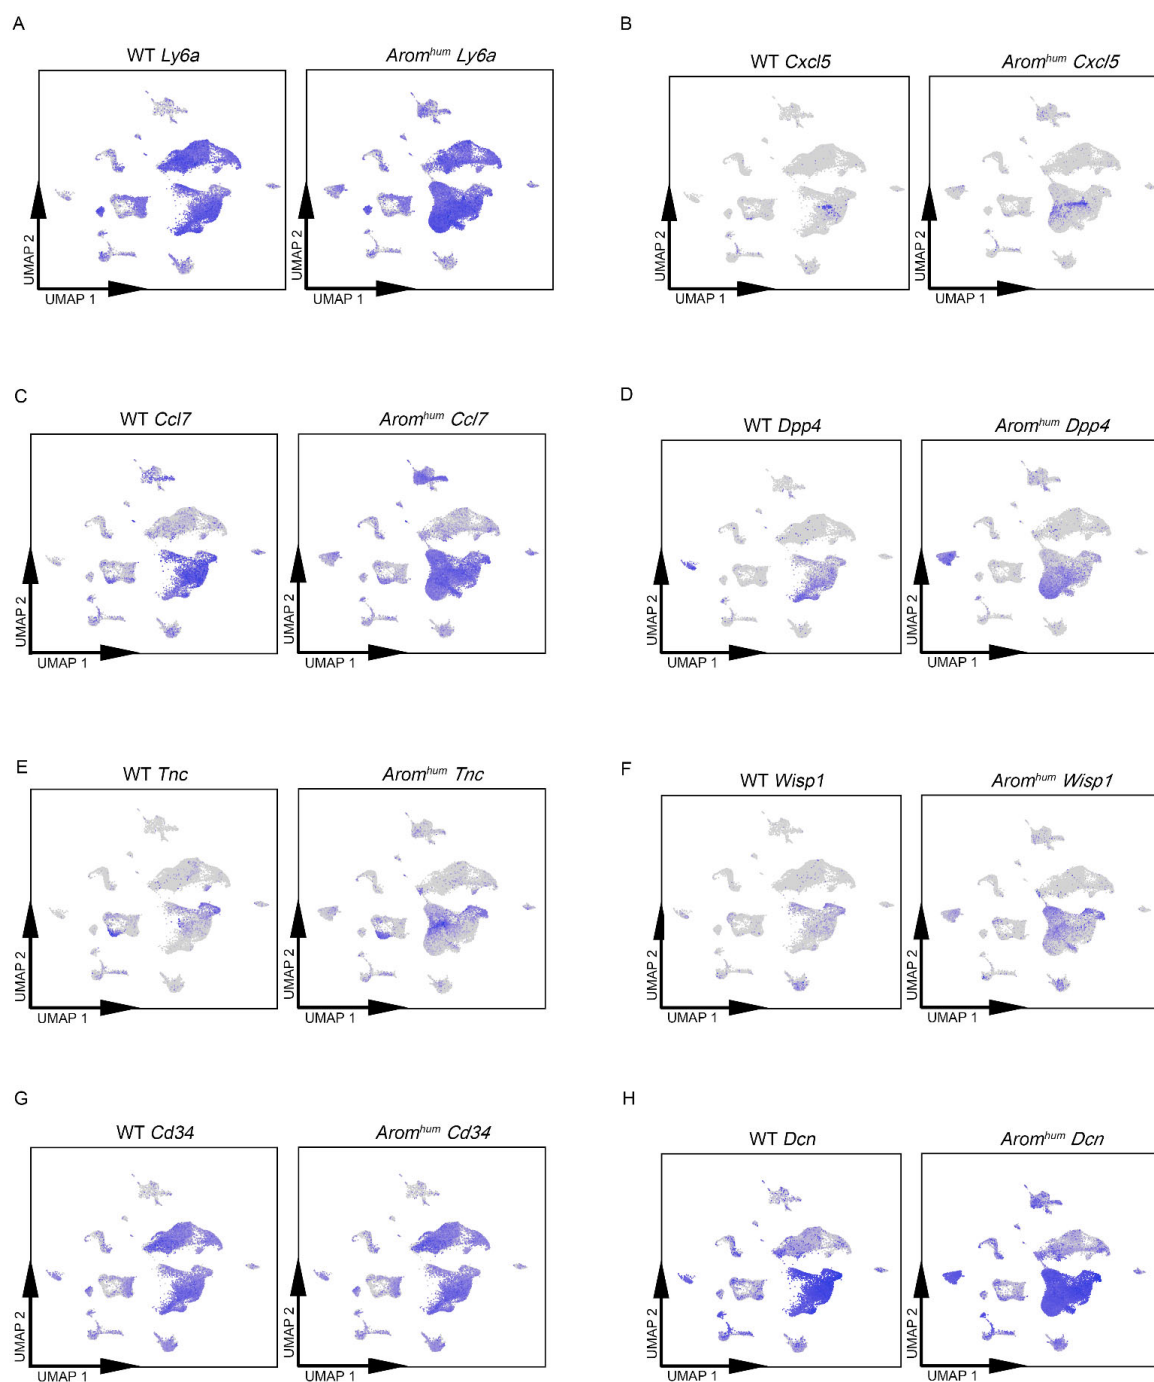

**Supplemental Figure 3:** Feature plots showing expression of fibro-adipogenic progenitor (FAP) markers (A) *Ly6a* (B) *Cxcl5* (C) *Ccl7* (D) *Dpp4* (E) *Tnc* (F) *Wisp1* (G) *Cd34* (H) *Dcn*

13

| Fibroblast-like Cells Cluster Markers |                                |                                |                       |            |                                       |
|---------------------------------------|--------------------------------|--------------------------------|-----------------------|------------|---------------------------------------|
| Cluster 0                             | Cluster 2                      | Cluster 3                      | Cluster 6             | Cluster 15 | Cluster 16                            |
| Fibroblast-like Cells                 | <i>Mmp3</i> <sup>Hi</sup> HAFs | <i>Esr1</i> <sup>Hi</sup> HAFs | Fibroblast-like Cells | Tenocytes  | <i>Dmkn</i> <sup>Hi</sup> Fibroblasts |
| Tppp3                                 | Mmp3                           | Pnoc                           | Gas1                  | Fmod       | Dmkn                                  |
| Ccl11                                 | C4b                            | Ren1                           | Tgfb1                 | Tnmd       | Sbsn                                  |
| Abca8a                                | Cpxm1                          | Nppc                           | Angptl1               | Comp       | Krtdap                                |
| Hmcn2                                 | Plac8                          | Moxd1                          | Itgbl1                | Thbs4      | Efemp1                                |
| Myoc                                  | Srgn                           | Emb                            | Aspn                  | Abi3bp     | Anxa3                                 |
| Lama2                                 | Cthrc1                         | Erfe                           | Fxyd6                 | Cpxm2      | Sema3c                                |
| Smoc2                                 | Il33                           | Chrdl2                         | Mgp                   | Fibin      | Cd55                                  |
| Col5a3                                | Cxcl14                         | Ramp3                          | Ramp1                 | Tgfb1      | Aldh1a3                               |
| Itih5                                 | Ptx3                           | Ctla2a                         | Myoc                  | Col11a1    | Pla1a                                 |
| Ifi207                                | Wisp2                          | Spon2                          | Prep1                 | Col12a1    | Pcolce2                               |
| Crip2                                 | Ccl8                           | Mdk                            | Bmp1                  | Angptl1    | Efh1                                  |
| Socs3                                 | Sbsn                           | Mmp19                          | Pdgfr1                | Tnc        | Adamts5                               |
| Col15a1                               | Prss23                         | Crif1                          | Prg4                  | Clec11a    | Prss23                                |
| Nav1                                  | Cxcl12                         | Esr1                           | Plpp1                 | Fxyd6      | Scara5                                |
| Icam1                                 | Ptgs2                          | Ammecr1                        | C3                    | Itgbl1     | Timp3                                 |
| Sash1                                 | Procr                          | Cpe                            | Fbln1                 | Fbln7      | Il1r2                                 |
| Ace                                   | Enc1                           | Rbp1                           | Smoc2                 | Ecm2       | Dpp4                                  |
| Podn                                  | Efemp1                         | Col12a1                        | Nfe2l2                | Col16a1    | Wnt2                                  |
| Osmr                                  | Sfrp2                          | Tpm2                           | Gem                   | S100a4     | Opcml                                 |
| Hsd11b1                               | Ctla2a                         | Greb1                          | Ecm2                  | Ssc5d      | Cmah                                  |
| Itm2a                                 | Fst                            | Igfbp5                         | Lysmd2                | Pamr1      | Mustn1                                |
| Maged2                                | Nfkbiz                         | Pgr                            | Nfib                  | Srpx2      | Qpct                                  |
| Serpine2                              | Sfrp1                          | Socs2                          | Gas6                  | Fn1        | Igfbp5                                |
| Cygb                                  | Ugcg                           | Tmem100                        | Tm4sf1                | Angptl2    | Emilin2                               |
| Klf2                                  | Postn                          | Tmem119                        | Podn                  | Plpp1      | Dact1                                 |
| Ramp2                                 | Il1r1                          | Htra4                          | Fgl2                  | Thbs2      | Pcsk6                                 |
| Zeb2                                  | Il6                            | Plod2                          | Srpx                  | Lhfp       | Gas7                                  |
| Ifi211                                | Nr4a3                          | Hist1h2bc                      | Cilp                  | Cnn3       | Basp1                                 |
| Pdgfr1                                | Lgmn                           | Tlnrd1                         | Serpina3n             | Lox        | Slco3a1                               |
| Mfge8                                 | Prrx1                          | Maf                            | Ndr1                  | Gas1       | Lrrn4cl                               |
| Tm4sf1                                | Col1a1                         | Fbxo32                         | Prdx5                 | Cdkn1c     | Il33                                  |
| Cryab                                 | Col1a2                         | Rgs10                          | Cygb                  | Runx1      | Scara3                                |
| Pi16                                  | Col3a1                         | Id2                            | Vcan                  | Gng11      | Heg1                                  |
| Crispld2                              | Cpxm1                          | Fbln7                          | Ctgf                  | Mfge8      | Procr                                 |
| Serpina3n                             | Adamts5                        | Cilp                           | Apod                  | Tm4sf1     | Adgrd1                                |
| Gng12                                 | Pla1a                          | Rbp4                           | Eln                   | Mfap4      | Cadm3                                 |
| Lbp                                   | Basp1                          | Tpm1                           | Mfap4                 | Pde4b      | Srgn                                  |
| Fxyd5                                 | Flrt2                          | Csrp1                          | Zfp36                 | Rnf19b     | Pde8a                                 |
| Cyr61                                 | Cd55                           | Spon1                          | Wsb1                  | Wwtr1      | Gngt2                                 |
| Abi3bp                                | Sfn5                           | Ncam1                          | Col14a1               | Prg4       | Gnpnat1                               |

14

15 **Supplemental Table 1.** Top 50 differentially expressed genes in each of the six fibroblast-like  
 16 cell clusters. Clusters are labeled with their numbers and their assigned names as in Figure 4C.

17

**Supplemental Methods:**

**H&E and Masson's Trichrome Staining:** LAM tissues from WT and *Arom<sup>hum</sup>* mice were dissected, fixed in 4% phosphate-buffered paraformaldehyde, embedded in paraffin, and sectioned at 4µm thickness. The sections were stained with hematoxylin and eosin (H&E) stain to observe cellular morphology. Sections were also stained with Masson's Trichrome staining (i.e., Weigert's Hematoxylin, Biebrich scarlet-acid fuchsin solution, and Aniline blue) using a staining kit (American Master Tech, # KTTRBPT). Images were obtained using a Zeiss Axio Scope microscope (Zeiss) at ×20 magnification (1).

**Western Blotting:** Whole LAM tissues were lysed using a Dounce Homogenizer (Active Motif #40401) on ice in a buffer containing 10mM Tris, 150mM NaCl, 1mM EDTA, 0.5% Nonidet P40 and protease inhibitors (Sigma-Aldrich #1187358001, Thermo Fisher Scientific #78441). Lysates were centrifuged for 20 minutes at 4°C at 15,000rpm. BCA assay (Thermo Fisher Scientific #23227) was performed to determine protein concentrations. 40µg of protein was added to the LDS sample buffer (Invitrogen #NP0007) and incubated according to manufacturer's instructions. Samples were separated on 10% SDS-polyacrylamide gels (Thermo Fisher Scientific #NP0324) and then wet transferred to nitrocellulose membranes. The membranes were blocked in 1X fluorescent blocking buffer (Thermo Fisher Scientific #37565) for 30 minutes at room temperature and then incubated with primary antibodies overnight at 4°C (MMP3, Biorbyt, #orb650223; PCNA, Cell Signaling Technologies, #2586s; and TGFBI, Thermo Fisher Scientific, #PA547346). After three washes with Tris-buffered saline with Tween-20 (TBST), membranes were incubated with respective secondary antibodies (Abcam #ab150073, Invitrogen #A32727 and #A21448) in dark for 1 hour at room temperature. After 3 washes with TBST, membranes were imaged at respective wavelengths using iBright 1500 imager. Membranes were also stained with Ponceau S for quantification of total protein. Band signals were measured using Fiji software by using the analyze gels function.

**RNAscope®:** Chromogenic *in situ* mRNA detection for *Esr1* transcripts was manually performed using the RNAscope 2.5 HD Detection kit (Cat #. 322300, Brown, Advanced Cell Diagnostics Inc., Newark, California). 5-µm thick FFPE tissue sections were pretreated with heat and protease before hybridization. Slides were processed according to the manufacturer's instructions with some modifications: hydrogen peroxide treatment for 30 minutes, AMP 5 hybridization for 45 minutes, and AMP 6 hybridization for 22.5 minutes. Tissue sections were hybridized with RNAscope target probes for *Esr1* (probe Mm-Esr1 cat# 478201). *Esr1* probes target 1045 base-pair-long region in the *Esr1* transcript variants 1 with 20 target-specific double Z probes targeting region 678-1723 in accession number NM\_007956.5. Probes to the *DapB* bacterial gene (probe DapB cat# 310043) and the endogenous mouse *UBC* mRNA (probe Mm-UBC cat# 310771) were used as technical negative and positive controls, respectively, for each run. Positive *Esr1* mRNA expression was demonstrated by brown, punctate staining present within the cytoplasm and/or nucleus.

#### **Additional References:**

1. Zhao H, Zhou L, Li L, Coon VJ, Chatterton RT, Brooks DC, et al. Shift from androgen to estrogen action causes abdominal muscle fibrosis, atrophy, and inguinal hernia in a transgenic male mouse model. *Proc Natl Acad Sci U S A*. 2018;115(44):E10427-E36.

How the deposited data were processed for this re-analysis (not part of the article)

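The study sequenced single cells from the lower abdominal muscle (LAM) of 3 wild-type (WT) and 3 *Arom hum* male mice with the 10x Genomics 3' protocol. The authors deposited 1 table of counts: raw UMI counts, with no normalization, for 16494 genes and 63647 barcodes. All of its values are whole numbers, and every barcode carries the name of 1 of the 6 samples. The paper gives Cell Ranger alignment to the mouse genome with the human *CYP19A1* gene added. The filter that reduced the genes is not stated. The barcodes were not filtered by the limits the paper gives on genes, UMIs and mitochondrial counts, as 13 mitochondrial genes, barcodes over 2500 genes and barcodes over 5% mitochondrial UMIs are in the table.

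The WT samples hold 65991626, 72876541 and 64958237 UMIs and the *Arom hum* samples 109641992, 111826460 and 92652109. Median UMIs per barcode are 5362.5, 4728.5 and 5897 in WT and 7125, 6673 and 8727 in *Arom hum* samples. Within the limits the medians average 5247 in WT and 5188.5 in *Arom hum* samples. The male gene *Ddx3y* has UMIs in every sample, and human *CYP19A1* only in the *Arom hum* samples.

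Cells were kept with at least 200 and at most 2500 genes, at least 1000 UMIs and at most 5% mitochondrial UMIs. The same steps were run over every deposited barcode. The paper also removes values more than 3 median absolute deviations from the median without naming the measure, and this was not applied. Counts were log-normalized to 10000 per cell. The 2000 most variable genes were scaled and reduced to 30 principal components. A shared-neighbor graph of 20 neighbors was clustered with Leiden at resolution 0.8 and seed 1, in place of Louvain. A cluster took the cell type whose marker genes scored highest in it, when at least 3 of them were seen in at least 10% of its cells at 2 times the lower quartile over clusters. It stayed unnamed where its 10 top genes held more markers of another type, or where it was shallow and they held none of its own. Fibroblast-like cells were then clustered again by the same steps, and named after the paper's clusters by the markers it gives. Doublets were marked with Scrublet in each sample. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 and matplotlib 3.10.9 were used.

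Shares of cells were compared between genotypes over the 3 mice of each with a 2-sided exact permutation test, whose lowest p value is 0.1. For gene levels, UMIs were summed per mouse and cell type, over the mice with at least 10 cells of that type. Where a share of cells with a UMI is given, cells were also thinned to 1000 UMIs, or to 3000 for the 14 cycling genes. Genotypes were compared on the sums in fibroblast-like cells, in the HAF clusters with cells in every mouse (as few as 4 in WT replicate 2 for *Esr1* hi HAFs within the limits, 6 in WT replicate 2 for *Mmp3* hi HAFs over every barcode, and 2 in WT replicate 3 for *Esr1* hi HAFs without the upper limit on genes) and in other cell types with at least 20 cells in each mouse, with edgeR 4.0.16 in R 4.3.3: TMM size factors, its filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05. Alternatives were DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, the replicate number as a block, each mouse left out in turn, doublets left out, other resolutions, and equal weight of each fibroblast-like cluster with limma 3.58.1. Differences between 2 cell types in the genotype effect were tested as an interaction in edgeR and with limma voom. The paper's Wilcoxon test over cells was not run on genotypes, because cells of a mouse are not replicates.

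Tested on simulated data built from the same sums, edgeR recovered 83.0% of the changed genes in fibroblast-like cells within the limits, 53.6% in *Esr1* hi and 92.3% in endothelial cells. Without the limits it recovered 85.1% in fibroblast-like cells, 60.5% in *Esr1* hi HAFs, 59.7% in *Mmp3* hi HAFs and 26.8% for the interaction of the 2 HAF groups. These rates pool 2-fold and 4-fold changes. Of 2-fold changes within the limits, 67.0% were recovered in fibroblast-like, 19.0% in *Esr1* hi and 84.8% in endothelial cells. Without the limits the rates were 75.5%, 29.2% and 23.2% in fibroblast-like cells, *Esr1* hi and *Mmp3* hi HAFs, and 6.32% for the interaction. Of 4-fold changes, 89.0% were recovered in *Esr1* hi HAFs within the limits and 47.4% for the interaction. Of the calls by edgeR, 2.26% (smooth muscle cells within the limits) to 8.33% (fibroblast-like cells without the limits) were false. The simulated genes vary independently around the trend of the dispersion. Gene-specific spread and shifts of a whole mouse are not in them, so the real rates of recovery can be lower.

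The genes given for a comparison are all those the paper's Results text or the matching legend names for it, with *Emb* and the lower genes of fibroblast-like cells taken from the labels of Fig. 3A. Beside them stand the 5 largest rises and 5 largest falls among genes that pass the threshold, reach a mean of 10 CPM and have every *Arom hum* mouse on the same side of every WT mouse. Any other gene is said to be chosen after its values were seen. Gene positions are from the GENCODE annotation of GRCm38.

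The paper states that a WT and an *Arom hum* littermate were processed on each of 3 dates. It does not say that replicate numbers mark the dates. Within the fibroblast-like cells, same-number samples correlate at 0.236, −0.0827 and 0.356 after removing genotype means, against at most 0.376 for other pairs. In endothelial cells they correlate at 0.331, 0.0817 and 0.264, against at most 0.0499 for other pairs, so each same-number pair is above every other pair there. As a pair is below 0.1 in both cell types, the numbers were not treated as pairs except in the alternative with a block, and shared dates stay possible. Pathway enrichment, transcription factor activity and the imaging, culture and flow cytometry experiments were not analysed here. Slingshot was replaced by a minimum spanning tree of the cluster centers.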

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

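The tests of depth, of free RNA and doublets for *Greb1*, *Nppc* and *CYP19A1*, of free RNA for genes low in fibroblast-like cells, of dissociation for *Nppc*, of few cells in single mice, of other cells kept or resolutions for *Mmp3* hi HAFs and of other splits of the mice were chosen after the results were seen. The test of fibroblast genes in other cell types was not. All adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 6 mice can be split into 3 and 3 in 10 ways, so a count of splits cannot exclude chance at 0.05.

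The paper compares genotypes only in fibroblast-like cells. In endothelial cells within the limits 892 of 10356 genes pass (529 higher and 363 lower in *Arom hum*, 2642 at an unadjusted p below 0.05). DESeq2 calls 773, RLE size factors 888, no filter 1190 and the replicate number as a block 1900, and 1347 pass over every deposited barcode. Leaving out WT replicate 2 gives 135 and leaving out *Arom hum* replicate 3 gives 1403. The mice do not overlap in 30.2% of genes, against 10% by chance. The largest rises are *Cmah*, *Ptgs2*, *Ren1*, *Vcan* and *Flrt3*, and the largest falls *Hspa1a*, *Fam212a*, *Hspa1b*, *AC160336.1* and *Myl1*. *Ptgs2* has a log2 fold change of 2.75 (SE 0.57, adjusted p = 0.0173) and *Hspa1a* −1.83 (SE 0.22, adjusted p = 0.00493). Reads of *Hspa1a* and *Hspa1b* are hard to tell apart. With every mouse's sum thinned to the lowest total, 785 genes pass and 698 are shared, which argues against a difference in depth as the whole cause. Only the real split gives as many, 1 of 10.

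Free RNA from lysed fibroblasts may explain part of this. In WT mice 50 genes were taken that are at least 10 times higher in fibroblast-like cells than in endothelial, smooth muscle and MuSC/myoblast cells. A choice by low WT level in these types can tilt the change there upward. Of the 50 genes, 48 were tested in endothelial cells. Their median log2 fold change is 0.83, with 24 passing. It is 0.58 in smooth muscle cells (18 tested, 0 passing with edgeR) and 1.60 in MuSCs/myoblasts (19 tested, 4 passing). Their level in endothelial cells goes from 0.940% of the fibroblast-like level in WT to 2.03% in *Arom hum*. This is the rise that free RNA would bring. It cannot bring genes whose level is lower in fibroblast-like than in endothelial cells, and 269 of the 529 higher genes (50.9%) are of that kind. For those, an effect of genotype on endothelial cells stays open, as does chance. Free RNA of other cell types was not tested for them. All endothelial cells were summed, so a change in their mix cannot be told from a change within cells. Read in the order of the columns, the endothelial group with *Ackr1*, *Selp* and *Sele* on top holds 441, 257 and 348 WT and 891, 571 and 563 *Arom hum* cells. The largest endothelial group holds 2094, 2433 and 2445 against 1008, 1248 and 1180.

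In MuSCs/myoblasts within the limits 29 of 3518 genes pass (15 higher and 14 lower, 503 unadjusted). DESeq2 calls 56 and no filter 239. Leaving out *Arom hum* replicate 2 or WT replicate 2 gives 1, and leaving out *Arom hum* replicate 3 gives 188. The mice do not overlap in 20.2% of genes, against 10% by chance. The largest rises are *Mgp*, *Dcn*, *Col1a1*, *Col1a2* and *Thbs1*, of which the collagens and *Dcn* are fibroblast markers, so the 1.60 of the fibroblast genes above applies to them. The largest falls are *Nppc*, *Neu2*, *Id2*, *Myod1* and *Cdc42ep3*. *Myod1* has −2.16 (SE 0.34, adjusted p = 0.0178). Without the limits 225 of 8657 genes pass (1874 unadjusted), and 1 without WT replicate 2, 0 without *Arom hum* replicate 1 or 2 and 1075 without *Arom hum* replicate 3. DESeq2 calls 414. After thinning the sums there, 174 pass and 154 are shared, which argues against depth as the whole cause. *Greb1*, chosen after its values were seen, has 4.06 (SE 0.49, adjusted p = 0.0208) over every deposited barcode. In each *Arom hum* mouse its share of the *Esr1* hi level is at least 7.99 times that of other *Esr1* hi genes there and 3.93 times within the limits, which argues against free RNA or doublets from *Esr1* hi HAFs. An effect of estrogen on these cells is a hypothesis that these data cannot test further. In both sets only 1 of 10 splits gives as many genes.

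*Nppc* moves in opposite directions in 2 cell types. Without the limits the difference of its log2 fold changes between *Esr1* hi HAFs and MuSCs/myoblasts is 5.77 (SE 0.41, adjusted p = 0.000106, and between 5.43 and 6.26 with 1 mouse left out). In MuSCs/myoblasts within the limits it is −2.94 (adjusted p = 0.000322, 259 ± 24.7 in WT and 32.9 ± 9.83 in *Arom hum* CPM), lower in 3 of 3 mice. Free RNA or doublets from *Esr1* hi HAFs would raise it there, so the fall argues against them. The immediate early genes fall over every deposited barcode in MuSCs/myoblasts, by a median of −0.80, and also in endothelial (−0.56), fibroblast-like (−0.50) and smooth muscle cells (−0.42). In *Esr1* hi HAFs their median is 0.14, with members going both ways. For the rise in *Esr1* hi HAFs and for the fall in MuSCs/myoblasts, dissociation and genotype cannot be told apart, because each sample is of 1 genotype. In this comparison 1067 of 10346 genes pass (2688 unadjusted), and 909 with limma voom, 720 of them shared. The count is 413 without WT replicate 2 and 1588 without *Arom hum* replicate 3. It is reached in 1 of 10 splits.

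The genotype effect differs between *Esr1* hi and *Mmp3* hi HAFs in 168 of 10217 genes over every deposited barcode (61 higher and 107 lower in *Esr1* hi relative to *Mmp3* hi, 1633 unadjusted). Limma voom gives 244, with 114 shared. Examples are *Cacna2d3*, 4.65 (SE 0.69, adjusted p = 0.0109), and *Dmkn*, −6.78 (SE 0.72, adjusted p = 0.00285). WT replicate 2 has 6 *Mmp3* hi HAFs and *Arom hum* replicate 3 has 49. Without *Arom hum* replicate 3 the count is 512 and includes all 168, which argues against the few cells of that mouse as the cause. Without WT replicate 2 it is 241 and includes 130 of the 168, which argues against its few cells as the cause of those 130. The balance of directions reverses there, to 151 higher and 90 lower, so the larger number of lower genes and the other 38 genes may come from the few cells of that mouse. It falls to 5 and 10 without *Arom hum* replicate 1 or 2, and to 58 and 54 without WT replicate 1 or 3, so it rests on single mice. Only 1 of 10 splits gives as many, and the next gives 97. Within the limits at resolution 0.8, 2 WT mice have 0 *Mmp3* hi HAFs. At resolutions 0.4 and 1.2 every mouse has them, and 6 of 3001 and 5 of 3443 genes pass (180 and 297 unadjusted). Without the upper limit on genes 0 of 9486 pass (800 unadjusted), with 2 and 3 *Esr1* hi HAFs in 2 WT mice. The count of 168 is thus tied to the cells kept. Cluster membership was itself drawn from these genes, which stays open as a source.

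Human *CYP19A1* in *Arom hum* mice is highest in glial cells among the cell types compared, which leave out T cells and the unnamed cells. In glial cells it is at 61.8 ± 34.5 CPM within the limits (28 UMIs). It is at 13.5 ± 6.46 in mesothelial, 5.93 ± 2.03 in fibroblast-like, 4.99 in smooth muscle and 0.870 in endothelial cells. Without the limits the glial level is 43.7 ± 4.48 (169 UMIs) against 10.7, 8.40, 9.05 and 1.83. The lowest ratio of glial to endothelial level in a mouse is 32.5 within the limits and 18.9 over every barcode, where free RNA would give about the same level in both, so this argues against free RNA. The 5.93 CPM of fibroblast-like cells and the 13.5 CPM of mesothelial cells, the next highest type, are lower than the glial level, so doublets with them cannot bring it. The paper does not report the transgene by cell type. Expression of the transgene in glial cells is a hypothesis, found and tested on the same mice.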

How the results depend on the processing

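The column order, the clusters of all cells over every deposited barcode or without the upper limit on genes, the thinned sums, the *Mmp3* hi HAF, MuSC/myoblast and fibroblast-like comparisons over every deposited barcode, the other cells and resolutions for genes in *Mmp3* hi HAFs, and the comparison of *Esr1* hi HAFs with MuSCs/myoblasts were chosen after results were seen. The other settings here were not. Shares are differences *Arom hum* minus WT in percentage points.

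Shares of all cells move with the cells kept. For mesothelial cells the difference is 5.48 over every deposited barcode, 5.98 without the upper limit on genes and 5.06 with groups read from the order of the columns. For MuSCs/myoblasts it is −2.41 over every barcode and −2.25 by column order. For smooth muscle cells it is −6.31, −4.27 without the upper limit and −2.79 by column order. For glial cells it is −3.29 and −2.97 by column order. edgeR on cell numbers gives the immune share a log2 fold change of 2.25 (adjusted p = 0.00717). That share within the limits is 20.9%, 8.58% and 2.36% in *Arom hum* replicates 1 to 3 and 2.33%, 3.00% and 1.36% in WT. The immune rise thus rests on *Arom hum* replicates 1 and 2, most on replicate 1, and replicate 3 lies in the WT range. A block by replicate number cannot change the differences in share, as each genotype has 1 mouse per number.

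Leaving out 1 mouse at a time puts the fibroblast-like difference within the limits between −3.81 (without *Arom hum* replicate 2) and 10.4. It is also reversed, −1.86, without WT replicate 3. The MuSC/myoblast difference runs from −0.974 to 0.232 and the smooth muscle one from −0.580 to 0.0525, both highest without WT replicate 3. The glial one runs from −0.785 to 0.372 (without WT replicate 3; 0.0433 without *Arom hum* replicate 2) and the myonuclei one from −3.74 to 1.75 (without WT replicate 2).

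The *Esr1* hi share of fibroblast-like cells differs by 21.4 over every deposited barcode, 21.3 without the upper limit, 16.2 when every barcode is reclustered without the genes that pass, 15.0 from clusters of all cells over every barcode, 26.5 from clusters of all cells without the upper limit and 13.6 by column order. As a share of all cells it differs by 1.10. The share of *Esr1* hi HAFs with an *Esr1* UMI is 26.8% after thinning.

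The *Arom hum* share of cells of cluster 0 is 48.5% with equal weight per mouse, 41.8% over every deposited barcode and 50.5% from clusters of all cells over every barcode. For *Mmp3* hi HAFs it is 86.5% and 84.6% in the latter 2, and for *Esr1* hi HAFs 94.5% and 82.6%. Equal weight gives 29.4% for cluster 6, 45.7% for cluster 15 and 72.2% for cluster 16, which has 69.8% over every barcode. Leaving out 1 mouse gives 41.6% to 75.8% for cluster 0, 93.7% to 100.0% for *Mmp3* hi HAFs, 67.5% to 93.2% for *Esr1* hi HAFs, 20.1% to 63.6% for cluster 6, 39.7% to 64.0% for cluster 15 and 45.3% to 96.3% for cluster 16.

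Counts of genes that pass move most. In fibroblast-like cells within the limits DESeq2 gives 219, no filter 7, the replicate number as a block 49 and every barcode 1824, and 1 mouse left out gives 0 to 769. Over every barcode DESeq2 gives 2916, 1 mouse left out 3 to 4157 and thinned sums 1475 (1328 shared). In *Esr1* hi HAFs DESeq2 gives 32, no filter 120, the block 31 and every barcode 1440, and 1 mouse left out gives 1 to 44, and 260 to 1790 over every barcode. In *Mmp3* hi HAFs over every barcode DESeq2 gives 100, no filter 801, the block 495 and 1 mouse left out 1 to 1540. With every mouse having such cells, the limits without the upper one give 544, resolution 0.4 within the limits 460 and resolution 1.2 there 1.

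In MuSCs/myoblasts DESeq2 gives 56, no filter 239, the block 150 and every barcode 225, with 1 to 188 when 1 mouse is left out. Over every barcode DESeq2 gives 414, no filter 539, the block 568 and 1 mouse left out 0 to 1075. In endothelial cells the block gives 1900, every barcode 1347 and 1 mouse left out 135 to 1403. Macrophages/monocytes have 7 with DESeq2, 162 without the filter, 1 with the block and 53 over every barcode. Myonuclei have 6, 127, 10 and 37 in the same order, and 1 without doublets. Smooth muscle cells have 28 without the filter, 12 with the block, 178 over every barcode and 0 to 2 with 1 mouse left out (edgeR; 230 unadjusted with all mice). The difference between *Esr1* hi HAFs and MuSCs/myoblasts gives 413 to 1588 with 1 mouse left out, and that between the 2 HAF groups 5 to 512, and 0 without the upper limit on genes, 6 at resolution 0.4 within the limits and 5 at resolution 1.2.

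Single genes that change direction are *Esr1* in *Esr1* hi HAFs, *Emb* and *Esr1* in fibroblast-like cells, and *Pgr* in the comparison of *Esr1* hi HAFs with MuSCs/myoblasts. In *Esr1* hi HAFs *Esr1* is reversed to −0.13 without WT replicate 2, −0.23 without *Arom hum* replicate 3 and −0.38 over every barcode. It keeps its direction, at 0.25, without *Arom hum* replicate 1. With equal weight of each cluster *Emb* and *Esr1* in fibroblast-like cells are reversed to −0.42 and −0.29. *Pgr* is reversed to −1.51 without WT replicate 1 and keeps its direction, at 1.47, without *Arom hum* replicate 2. Of the single-gene values, 808 hold, 111 are stronger, 41 weaker and 3 reversed under settings other than leaving out a mouse. With a mouse left out 661 hold, 39 are stronger, 383 weaker and 3 reversed. The tree shares 4 links with the paper's lineages under the Euclidean distance. The difference in cycling cells runs from −0.489 (without *Arom hum* replicate 2) to 0.464.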

Differences from the paper's values

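The settings with clusters of all cells over every deposited barcode or without the upper limit on genes were chosen after seeing the values; the others named here were set before the data were examined. The paper's methods test genes over cells and cell numbers as proportions, and the mice are tested here.

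*Mmp3* hi HAFs as a share of all cells are about 1.3% in WT in Supplemental Figure 2, read by eye, in the paper and 0.164% here. The value is no longer different over every deposited barcode (1.52%), without the upper limit on genes (2.08%) and at resolutions 0.4 (1.97%) and 1.2 (0.850%), nor with clusters of all cells over every barcode (2.25%) or without the upper limit (3.46%), both chosen after seeing the values. It stays different without doublets (0.341%), with clusters of all cells (0.402%) and without any WT replicate (0, 0.246 and 0.246%). A replicate block cannot change a mean share in this balanced design.

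*Esr1* hi HAFs as a share of all cells are about 2.2% in WT in Supplemental Figure 2, read by eye, in the paper and 0.552% here. The difference stays under every setting chosen beforehand that can move a mean share, from 0.206% without the upper limit on genes to 1.16% with clusters of all cells, with 0.758% over every deposited barcode. It closes with clusters of all cells over every barcode (2.84%) and without the upper limit (2.44%), both chosen after seeing the values.

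*Esr1* hi HAFs are about 10% of all cells in *Arom hum* in Supplemental Figure 2, read by eye, in the paper and 1.65% here. The difference closes over every deposited barcode (10.7%), without the upper limit on genes (12.3%) and with clusters of all cells over every barcode (11.1%), the last chosen after seeing the values. It stays without doublets (1.63%), at resolutions 0.4 (1.60%) and 1.2 (1.64%), with clusters of all cells (1.91%) and without any *Arom hum* replicate (1.38%, 1.62% and 1.94%), and clusters of all cells without the upper limit, also chosen after seeing the values, give 18.0%.

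The paper states a larger share of fibroblast-like cells in *Arom hum* as significant. Over the mice the exact permutation test gives p = 0.7 within the limits and 0.1 over every deposited barcode, the lowest it can give. The endothelial share, also stated as significant, gives 0.3 and 0.1.

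The paper states that cluster 16 is small and close to even between genotypes. It holds 1451 cells here, of which 77.3% are from *Arom hum*, or 72.2% with equal weight per mouse. By cells it is 45.3%, near even, without *Arom hum* replicate 2, and 96.3% without WT replicate 1.

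The paper states that *Timp1*, *Spon2*, *Postn* and *Cthrc1* are highest in the 2 HAF clusters. A HAF cluster is highest for 4 of 4 within the limits, but both are the top pair for 1 of 4. The same holds among *Arom hum* mice alone, and among WT mice alone a HAF cluster is highest for 2 of 4, 1 of them from a single mouse. Cluster 16 has more *Cthrc1* (104 CPM) than cluster 3 (37.1 CPM). *Igfbp5*, given as a marker of cluster 2, is at 264 CPM there and at 2255 CPM in cluster 16.

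The list of genes that the paper's text names or Fig. 3 shows as higher in *Arom hum* fibroblast-like cells, as tested here, has 9. All 9 are higher here, and 0 pass within the limits (adjusted p from 0.145 to 0.263 with edgeR), although all 9 have an unadjusted p below 0.05. DESeq2 passes *Timp1*, *Cthrc1*, *Spon1*, *Col3a1*, *Postn* and *Spon2*, the replicate number as a block *Spon1* and *Postn*, and without *Arom hum* replicate 3 all 9 pass. Without the limits 7 pass. *Lbp* (0.0683) and *C4b* (0.0892) do not, and both pass there with DESeq2 and without *Arom hum* replicate 3, settings chosen after seeing the values.

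In *Esr1* hi HAFs 2 of 8 tested genes pass within the limits. Without the filter on low counts *Inhba*, *Nppc*, *Ptx3*, *Aqp5* and *Pdgfra* pass too, *Inhba* with DESeq2 and without *Arom hum* replicate 3, and *Nppc* with the replicate number as a block and without WT replicate 1. Over every barcode 7 of 9 pass. *Cilp* has an adjusted p of 0.127 there (other tests 0.0967 to 0.123) and *Ptx3* 0.0834 (0.0730 to 0.0830). Both pass with the replicate number as a block, and *Ptx3* without WT replicate 1 or *Arom hum* replicate 3, settings chosen after seeing the values.

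In *Mmp3* hi HAFs, compared over every barcode, a set of cells chosen after seeing the values, 5 of the 16 genes the paper names pass and all 16 are higher in *Arom hum*. Without *Arom hum* replicate 3 all of the other 11 pass. Without the filter on low counts all of them but *Il33*, *Timp1* and *Igfbp5* pass, and with the replicate number as a block all but *Il33*. Of the 16, 13 pass without the upper limit on genes, 13 of the 15 tested at resolution 0.4 within the limits and 0 of 15 at resolution 1.2. DESeq2 passes *Serpina3n*, *Col1a1* and *Col3a1* of the 11. Clusters of all cells pass *Serpina3n*, *Ccl8*, *Col1a1*, *Col1a2*, *Col3a1*, *Mmp3* and *Timp1*. *Il33* has an adjusted p of 0.446 (other tests 0.266 to 1.000).

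The paper states lineages from cluster 3 through cluster 0. The tree here joins cluster 3 to cluster 6 and cluster 0 to cluster 16, and shares 3 of 5 links. The Euclidean distance also gives the link from cluster 0 to cluster 2, and no setting run gives the one from cluster 3 to cluster 0.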

Other observations

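The tests of other splits of the mice and the reading of the column order were chosen after the results were seen; the tests of immediate early genes, of division and of the endothelial ratio were not.

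Immediate early genes are lower in *Arom hum* fibroblast-like cells. The *Fos*, *Junb*, *Atf3*, *Zfp36* and *Socs3* labelled in Fig. 3A are among 19 genes that respond to tissue dissociation. Over that list the median log2 fold change within the limits is −0.55 in fibroblast-like cells (18 of 19 lower). If dissociation had differed between the samples, it would fall in other cell types too. It is −0.53 in endothelial cells (17 lower, 10 passing), −0.41 in smooth muscle cells and −0.95 in MuSCs/myoblasts. It is near 0 in macrophages/monocytes (−0.06) and −0.17 in myonuclei. Over every barcode it is −0.37 in *Mmp3* hi HAFs, and 0.14 in *Esr1* hi HAFs with 6 of 19 lower, so not all fibroblast-like cells share the fall. A difference in dissociation stays open as a cause. A lower inflammatory signal in all these cell types of *Arom hum* muscle stays open, as it was not tested apart.

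Division of *Esr1* hi HAFs stays open in these counts. The paper also rests it on flow cytometry of DNA content and on PCNA protein, which were not analysed here. In *Arom hum* mice the thinned share of cycling cells is higher in *Esr1* hi HAFs than in the other fibroblast-like cells in 1 of 3 mice within the limits and in 3 of 3 over every deposited barcode. With at least 1 cycling gene it is higher in 2 of 3 and 3 of 3 (mean differences 0.4 and 0.294 points), and with at least 3 in 1 of 3 and 2 of 3 (0.157 and 0.0658). Without doublets it is 0.125. Without *Arom hum* replicate 2 it is −0.489. Cycling cells are too few to decide, and some may lie outside the fibroblast-like cells. Read in the order of the columns, a group of 516 cells with *Top2a*, *Mki67* and *Cdk1* among its top genes is named macrophage/monocyte. It holds 0 markers of that type among its 10 top genes. Its median is 3476 genes, and 11.4% of it lies within the limits. Which cell types it mixes was not tested.

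The lower endothelial share may follow from the rise of other cells, as shares add up to 100%. The ratio of endothelial cells to smooth muscle, glial and MuSC/myoblast cells together does not depend on that rise. It is 6.6 ± 0.79 in WT and 5.07 ± 1.68 in *Arom hum* within the limits (2-sided exact permutation test, p = 0.3) and 1.52 ± 0.18 and 1.54 ± 0.34 over every deposited barcode (p = 0.8). The ratio to smooth muscle cells alone is 18.2 in WT and 13.7 in *Arom hum* within the limits, every WT mouse above every *Arom hum* mouse (exact permutation p = 0.1, the floor), and 2.88 and 2.90 over every barcode (p = 0.8). The rise of fibroblast-like, mesothelial and immune cells would leave these ratios the same, as they are over every barcode to within the spread of the mice, while within the limits they are lower in *Arom hum*. A loss of endothelial cells stays open.

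Other splits of the 6 mice show how far the counts of genes rest on genotype. In fibroblast-like cells within the limits 2 of 10 splits give as many genes as the real one, and the split of WT replicate 1 and *Arom hum* replicates 1 and 2 from the rest gives 69. In *Mmp3* hi HAFs over every barcode it is 2 of 10, and WT replicates 1 and 3 with *Arom hum* replicate 3 against the rest give 762. In *Esr1* hi HAFs, within the limits or over every barcode, and in fibroblast-like cells over every barcode it is 1 of 10, with 0 genes in every other split (edgeR). This count cannot exclude chance in any of these, as 10 splits allow no share below 0.1.

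Smooth muscle cells, macrophages/monocytes and myonuclei have 0 genes passing within the limits with edgeR, so all 10 of 10 splits give as many. Unadjusted p values below 0.05 number 230, 303 and 302, and DESeq2 calls 0, 7 and 6.

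The limits change the genotypes unequally. Without the upper limit on genes 37330 barcodes stay, against 18852 with it. *Esr1* hi HAFs over every deposited barcode have a median of 15445 UMIs, against 9916 for all fibroblast-like cells, so the limit on genes removes most of them. No biological explanation of the difference in depth was tested.

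The columns of the table run through the 6 samples 30 times. Read as groups of cells, these passes match the clusters of every deposited barcode with an adjusted Rand index of 0.518 (at most 0.000763 after 20 shuffles). Their fibroblast-like share differs by 15.89 percentage points between genotypes. They do not part *Mmp3* hi HAFs from cluster 0, as a pass of 15972 cells, named cluster 16 by its markers, holds both. The name of *Mmp3* hi HAFs goes to a pass of 1107 cells, with 0 markers of that cluster among its 10 top genes. Its share of fibroblast-like cells is higher in WT, 5.01%, 5.22% and 10.6%, than in *Arom hum* mice, 4.10%, 3.93% and 4.01%.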
